# Inactivation of *Lsd1* triggers senescence in trophoblast stem cells by induction of *Sirt4*

**DOI:** 10.1038/cddis.2017.48

**Published:** 2017-02-23

**Authors:** Josefina Castex, Dominica Willmann, Toufike Kanouni, Laura Arrigoni, Yan Li, Marcel Friedrich, Michael Schleicher, Simon Wöhrle, Mark Pearson, Norbert Kraut, Michaël Méret, Thomas Manke, Eric Metzger, Roland Schüle, Thomas Günther

## Abstract

Coordination of energy metabolism is essential for homeostasis of stem cells, whereas an imbalance in energy homeostasis causes disease and accelerated aging. Here we show that deletion or enzymatic inactivation of lysine-specific demethylase 1 (Lsd1) triggers senescence in trophoblast stem cells (TSCs). Genome-wide transcriptional profiling of TSCs following Lsd1 inhibition shows gene set enrichment of aging and metabolic pathways. Consistently, global metabolomic and phenotypic analyses disclose an unbalanced redox status, decreased glutamine anaplerosis and mitochondrial function. Loss of homeostasis is caused by increased expression of *sirtuin 4* (*Sirt4),* a Lsd1-repressed direct target gene. Accordingly, Sirt4 overexpression in wild-type TSCs recapitulates the senescence phenotype initiated by Lsd1 deletion or inhibition. Inversely, absence of Lsd1 enzymatic activity concomitant with knockdown of *Sirt4* reestablishes normal glutamine anaplerosis, redox balance and mitochondrial function. In conclusion, by repression of Sirt4, Lsd1 directs the epigenetic control of TSC immortality via maintenance of metabolic flexibility.

Age-associated pathophysiology is caused by a progressive decline in regenerative capacities, which is unequivocally linked to a decreased potential of stem cells. The capability of stem cells to differentiate into specialized cell types allows for the replacement of damaged or deteriorated tissues. In addition, their capacity to proliferate is essential for self-preservation. Thus, understanding the molecular mechanisms for self-maintenance of stem cells is an important issue in the prevention of age-related diseases.^1^ Cellular senescence is a stress response that accompanies stable exit from the cell cycle without affecting cellular viability. The stress can be diverse such as telomere shortening, oncogene activation, reactive oxygen species (ROS), mitochondrial dysfunction or aberrant epigenetic modification.^2, 3, 4, 5, 6, 7^ The irreversible cease of proliferation in senescent cells is caused by increased expression of cell cycle inhibitors such as cyclin-dependent kinase inhibitor 2a (p16) and 2b (p15) and hypophosphorylation of retinoblastoma 1 (Rb) for the implementation of senescence.^6^ Finally, senescent cells are hallmarked by aberrant lysosomal *β*-galactosidase activity^8^ and can be identified by Rb-mediated chromatin-dense foci.^9^

Oxidative stress is mostly generated in mitochondria.^10^ Stem cells are particular sensitive to increased oxidants ^11^ suggesting a link between high ROS levels and a decline in stem cell number during aging.^12, 13^ The ability of cells to antagonize oxidative damage is determined by a controlled balance between the emergence of ROS and the capacity to generate antioxidants. The tripeptide glutathione (GSH) is the most abundant reducing agent within a cell, which can be oxidized to glutathione disulphide (GSSG) and regenerated to GSH at the expense of NADPH.^10^ The level of GSH declines during aging and disease resulting in elevated oxidative stress, but the underlying molecular mechanism remains elusive.^14, 15, 16^ GSH is synthesized from glutamate, cysteine and glycine, in which the conjunction of glutamate with cysteine delineates the rate-limiting step.^10, 17^ Glutamate is derived from glutamine, the most abundant free amino acid and the main nitrogen donor for synthesis of nucleotides and amino acids. Many cell types including cancer cells rely on glutaminolysis for maintenance of redox balance by generation of GSH and NADH and by replenishing tricarboxylic acid (TCA) cycle (glutamine anaplerosis) for biosynthesis and as energy source.^10^ A prominent antagonist of glutamine anaplerosis is sirtuin 4 (Sirt4), a member of the conserved NAD^+^-dependent protein deacetylase/ADP-ribosyltransferase family implicated in diverse biological processes.^18, 19^ Sirt4 is localized in the mitochondrial matrix^20^ and has been shown to restrain proton leakage, consequently increasing the membrane potential and reducing mitochondrial oxygen consumption.^21^ Independently, Sirt4 also controls glutamine anaplerosis by repression of glutamate dehydrogenase and glutamine uptake.^22, 23, 24^

Disclosure of the crosstalk between metabolic signals and a complex network of genetic and epigenetic pathways including histone methylation that direct self-renewal, potency, and differentiation of stem cells has just begun.^25, 26^ The first identified histone demethylase lysine-specific demethylase 1 (Lsd1; also called Kdm1a) can remove di- and monomethyl groups from histone H3 at lysine 4 (H3K4)^27, 28^ and lysine 9 (H3K9).^29, 30^ Ubiquitous deletion,^31, 32, 33, 34, 35, 36^ as well as deletion of *Lsd1* in trophectoderm or epiblast leads to early embryonic lethality.^36^ Lsd1 has been associated with repression of stem cell genes at the onset of mouse embryonic stem cell (ESC) differentiation, whereas it is dispensable for ESC maintenance.^37^ In contrast, in human ESCs LSD1 balances self-renewal and differentiation.^31^ In trophoblast stem cells (TSCs), giving rise to the embryonic part of the placenta, overexpressed Lsd1 has been reported to interact with oestrogen-related receptor *β*,^38^ a nuclear hormone receptor essential for placental formation.^39^ Deletion of *Lsd1* in TSCs skews cell fate and, despite the preservation of stemness marker gene expression in undifferentiated TSCs, leads to increased cell size^36^ indicating the requirement for Lsd1 to sustain proper stem cell characteristics. Furthermore, analyses of adipocytes implicate Lsd1 in the regulation of mitochondrial homeostasis.^40, 41, 42^ To date, little is known about the molecular mechanisms linking chromatin modification, metabolism and stem cell maintenance.

Here we show that loss, genetic or chemical inhibition of the histone demethylase Lsd1 triggers senescence in TSCs. Decrease of Lsd1 activity induces deregulated anaplerotic metabolism and loss of redox balance by elevated expression of the direct target gene *Sirt4*. Consequently, increased Sirt4 levels are sufficient to repress glutamine anaplerosis, disrupt redox homeostasis and induce senescence. *Vice versa*, reduction of Sirt4 expression in the absence of Lsd1 activity prevents premature senescence in TSCs. In summary, our data establish Lsd1-directed metabolism as a vital hub for the control of senescence in TSCs.

## Results

### Lsd1 deficiency boosts senescence in TSCs

We previously showed that deletion of *Lsd1* (*Lsd1*^−/−^) in TSCs^36^ leads to altered morphology reminiscent of senescent cells,^6^ which prompted us to inspect senescence-associated lysosomal hydrolase *β*-galactosidase activity. We observed a marked increase of *β*-galactosidase-positive stained cells within 40 days in *Lsd1*-deleted compared with wild-type (*Lsd1*^+/+^) cultures (Figures 1a and b). To examine any requirement for the enzymatic activity of Lsd1, we analyzed the impact of two different Lsd1-specific, nanomolar affinity inhibitors (Lsd1^i-1^; ORY-1001 (ref. 43); Lsd1^i-2^; QC6688) on senescence in wild-type TSCs. We observed a marked raise in the number of senescence-associated *β*-galactosidase-positive cells after 8 days of Lsd1 inhibition (Supplementary Figure S1a). In agreement, proliferation of TSCs incubated with Lsd1 inhibitors decreased in comparison with the control (Supplementary Figure S1b). To verify the impact of the demethylase activity of Lsd1 in controlling senescence, we generated TSCs homozygous for a conditional, enzymatically inactive mutant knockin allele. The endogenous Lsd1 gene is replaced with the mutant (*Lsd1*^ki/ki^) after induction of CreERT2-mediated recombination. Similar to *Lsd1*-deficient stem cells, the percentage of cells stained for senescence-associated *β*-galactosidase activity was robustly increased compared with wild-type TSCs within 40 days (Figures 1a and b). To corroborate premature senescence in TSCs devoid of Lsd1 activity, we stained cells with DAPI. In contrast to wild-type cells, senescence-associated nuclear foci were clearly visible in *Lsd1*^−/−^ and *Lsd1*^ki/ki^ TSCs (Figure 1c). Consistently, proliferation was severely impaired in *Lsd1*-deficient and *Lsd1* enzymatic inactive mutant TSCs in comparison with wild-type cells after 40 days (Figure 1d).

At the molecular level, comparison of control to *Lsd1*^−/−^ and *Lsd1*^ki/ki^ cells disclosed increased protein levels of Rb, p15 and p16, while phosphorylated Rb was reduced 8 days after addition of tamoxifen as indicated in Figure 1e. Quantification of p16 and phosphorylated Rb for individual cells by FACS in wild-type and *Lsd1*-deficient cells verified the altered protein levels as indicated by Supplementary Figure S1c. TSCs cultured in the presence of Lsd1 inhibitors for 24 h already displayed upregulation of cell cycle inhibitors (Supplementary Figure S1d), which was corroborated by quantitative reverse transcription PCR (qRT-PCR; Figure 1f and Supplementary Figure S1e). Furthermore, we depicted the dynamic of the phenotype by quantification of p16 and phosphorylated Rb at the single-cell level. TSCs cultured in the presence of Lsd1 inhibitor for 24 h, 3 and 8 days showed a progressive increase of p16 and a decrease of phosphorylated Rb immunoreactivity in comparison with control cells (Supplementary Figure S1f). Moreover, we also analyzed DNA damage by quantification of phospho γH2ax. The level was increased 8 days after *Lsd1* deletion and in TSCs inhibited for 24 h (Supplementary Figures S1g and h). As Lsd1 has been associated with DNA damage response,^44, 45, 46^ we also quantified p53, phosphorylated p53 and p21. Although we did not detect a direct impact of Lsd1 on transcription, we observed increased protein levels for p53, phospho 53 and p21 in accordance with elevated phospho γH2ax levels as indicated in Supplementary Figures S1g and h.

Taken together, our data demonstrate that the loss of Lsd1 demethylase activity, either by genetic deletion, chemical inhibition or replacement of enzymatic-active by enzymatic inactive Lsd1 inevitably provokes senescence in TSCs.

### Lsd1-controlled transcription regulates metabolic pathways and aging

To gain first insight into the molecular underpinnings of Lsd1-controlled senescence, we performed transcriptome analysis by RNA-sequencing (RNA-seq). We cultured wild-type TSCs in the presence or absence of a Lsd1-specific inhibitor for 24 h to unravel immediate early differentially expressed genes before senescence-associated *β*-galactosidase activity is increased (Supplementary Figure S1a). 

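RNA-seq counts the short reads that fall on each transcript of a culture. Mouse TSCs, which give rise to trophoblast cells of the placenta, were profiled in 4 libraries, 2 from solvent-treated cells (Ctrl) and 2 from inhibitor-treated cells (Lsd1i). By the sample labels the cells were wild type, came from embryonic day 3.5 and stood at passage 15 to 20. The paper's methods use the name wild type for TSCs whose Lsd1 alleles are both conditional. By the labels the medium, with Fgf4 and heparin, was renewed at 12 h intervals over 24 h. The paper names the compound as Lsd1 inhibitor 1 (ORY-1001) at 100 nM, while the columns of the deposited table carry a code name for it. The labels name a Qiagen kit for RNA isolation and a strand-specific Agilent kit for the libraries, and the paper's methods name Trizol. The paper derived its clonal lines from 2 embryos, but no source used here ties a library to a line or to a separate culture, so that p-values measure only the spread between these samples, which may be technical.

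The authors aligned the reads to mm10 (GRCm38) with TopHat version 2, counted them per RefSeq transcript with HOMER and scaled every library to the same total. In the deposited table each value is a whole multiple of what 1 read is worth, for 100% of the values within 0.05 reads. The recovered reads came to 32688513 and 25771491 in Ctrl replicates 1 and 2 and to 31599212 and 28123312 in Lsd1i replicates 1 and 2. A read counts once for each transcript it falls on, and over 1 transcript per gene the totals were 18137731 to 22855604. Of the transcripts of each gene, the one with the most reads was kept. The 13382 genes with at least 10 normalized reads in at least 2 libraries were tested with limma on log2 of the normalized reads plus 1, a scale that understates the change of genes with few reads, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.05. Genes that share reads with near-identical copies or pseudogenes are uncertain in such counts. Gene lists were tested as sets with camera at a preset correlation of 0.01, adjusted over 32 lists. Of the 14 lists past the threshold none passed with an estimated correlation (lowest adjusted p = 0.344), and 9 passed limma's fry. With 2 libraries per group the version with an estimated correlation could hardly let any list pass, so its misses decide nothing. The list of TSC stemness missed too with an estimate of -0.046, below the preset. The estimates for oxidative phosphorylation (0.819), proliferation (0.439), cholesterol synthesis (0.385), ribosome biogenesis (0.289) and serine and one-carbon metabolism (0.276), among others, lay above the preset. For such lists the camera p-value may be too small. Those for epithelial junctions (-0.046) and the FGF and ERK response (-0.002) lay below it. The lists were written before the data were examined but after Supplementary Table S1 had been read. Where a list holds genes of that table, its counts and p-values are not independent of the study's choice on these samples. No list was tested without such genes.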

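After 24 h of Lsd1 inhibition, most measured genes of the interferon response and of epithelial junctions were higher in TSCs, while most of those of ribosome biogenesis and TSC stemness and part of those of the FGF and ERK response were lower. Of 27 measured genes of the interferon response and of MHC class I antigen presentation, 23 were higher and 1, Irf1, was lower, with the same counts when adjusted over the list alone (camera adjusted p = 4.4e-12, and adjusted p = 0.344 with an estimated correlation). Rsad2, which encodes the antiviral enzyme viperin, rose from 190.3 ± 21.0 normalized reads in Ctrl to 924 ± 58.3 in Lsd1i (SD, n = 2 each), a log2 fold change of 2.28 (standard error 0.14, limma adjusted p = 3.6e-05). Stat2, a transcription factor downstream of interferon receptors, had a log2 fold change of 1.65 and the apoptosis factor Xaf1 one of 1.37. H2-K1, an MHC class I heavy chain that may share reads with its paralogs, had one of 1.03.

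Of 20 genes of epithelial junctions and epithelial identity, 13 were higher and 2, Krt8 and Tjp2, were lower (14 and 2 adjusted over the list alone, camera adjusted p = 4.0e-05, and adjusted p = 0.344 with an estimated correlation). No gene of this list was lower without Ctrl replicate 2 or without Lsd1i replicate 1 (0 each), and 1 was without Ctrl replicate 1 or without Lsd1i replicate 2. The transcription factor gene Ovol2 rose from 199 ± 13.9 to 580.5 ± 3.698 normalized reads (SD, n = 2 each), a log2 fold change of 1.54 (standard error 0.14, limma adjusted p = 1.3e-04), and the tight junction genes Tjp3 and Cgn had log2 fold changes of 1.25 and 1.03. In the same libraries 7 of 18 genes of fibroblasts were lower (4 without Ctrl replicate 2).

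Of 35 genes of ribosome biogenesis, 28 were lower and none was higher, also not at an unadjusted p under 0.05 or with edgeR, but 1 was after removal of a trend with transcript length (32 lower adjusted over the list alone, camera adjusted p = 9.3e-18, and adjusted p = 0.344 with an estimated correlation). Nop58, a core protein of box C/D ribonucleoproteins, went from 7660 ± 369 to 4693 ± 75.6 normalized reads (SD, n = 2 each), a log2 fold change of -0.71 (standard error 0.09, limma adjusted p = 6.6e-04). The RNA polymerase I factor Ubtf had a log2 fold change of -0.69 and Rrp9 one of -0.84. Of 13 factors of TSC stemness, 9 were lower and none was higher, also not at an unadjusted p under 0.05 or with edgeR, but 1 was after removal of the length trend (11 lower adjusted over the list alone, camera adjusted p = 9.8e-06, and adjusted p = 0.344 with an estimated correlation). Cdx2, a transcription factor of the trophoblast lineage, fell from 1200 ± 103 to 477 ± 73.6 normalized reads (SD, n = 2 each), a log2 fold change of -1.33 (standard error 0.13, limma adjusted p = 2.5e-04), and Eomes had a log2 fold change of -0.45. Without Lsd1i replicate 1, 2 of the 13 were lower. Of 18 genes of the FGF and ERK response, 7 were lower and none was higher (10 lower adjusted over the list alone, 12 lower and 1 higher at an unadjusted p under 0.05, and 10 lower and 0 higher with edgeR's quasi-likelihood test). The camera adjusted p was 2.8e-07, and adjusted p = 0.344 with an estimated correlation. With edgeR's exact test 11 of them were lower, and 13 were lower after removal of a trend with transcript length. The AP-1 gene Fosl1, the phosphatase gene Dusp4 and the feedback inhibitor gene Spry4 had log2 fold changes of -0.96, -0.68 and -0.81. Table S1, which the study chose on these samples, holds 5 of the interferon, 10 of the epithelial and 16 of the ribosome list. It also holds 1 of the stemness list and 5 of the FGF and ERK list. The direction of these genes is not independent evidence, and the counts and camera p-values of the lists include them.

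**Figure D1:**
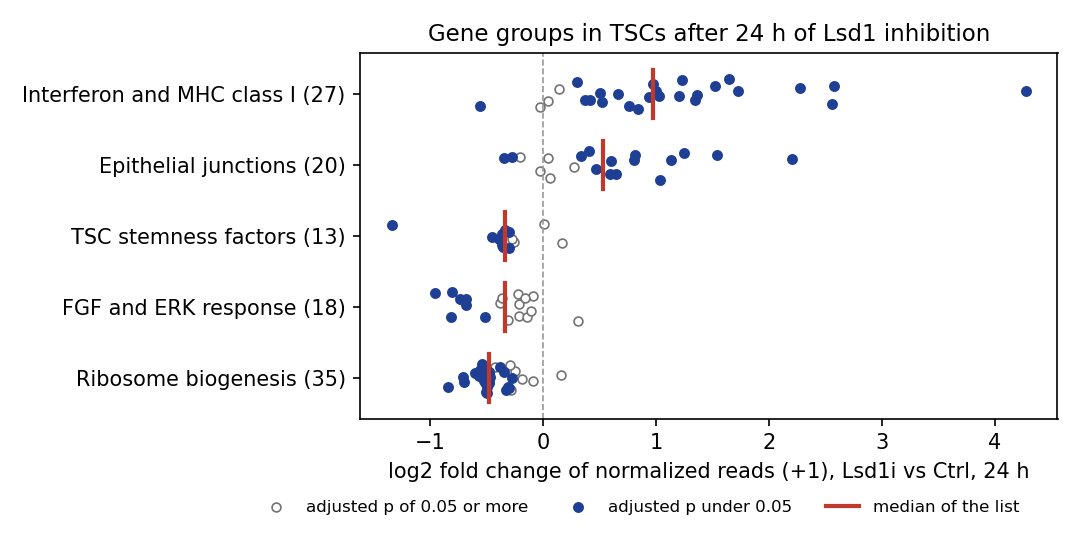
The horizontal axis shows the log2 fold change of normalized reads plus 1 in Lsd1i against Ctrl after 24 h for each measured gene of 5 lists, whose number of measured genes stands in brackets. Filled points have an adjusted p under 0.05, open points do not, and red bars are medians, which lie at 0.98 for the interferon list, 0.53 for the epithelial list and -0.48 for the ribosome list.

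Over all 13382 genes, 1895 were higher and 1112 lower, so that 63.0% of the changed genes were higher. This share depended on the scaling, with 1527 higher and 1478 lower (50.8% higher) with TMM factors and 1550 higher and 1378 lower (52.9% higher) with RLE factors. After removal of the length trend most changed genes were lower, with 1978 higher and 2211 lower (47.2% higher). With a mean of at least 50 normalized reads and no overlap between the groups, Myo5c, which encodes an unconventional myosin, had the largest increase (log2 fold change 2.53, from 20.1 ± 0.919 to 122 ± 15.9 normalized reads, SD, n = 2 each). Zfr2, Dennd3, Trim30a, Cpeb1, Gm20554, Gpr146, Chrdl2, Rgs11, Rassf2 and Amer1 followed together with Rsad2, with log2 fold changes between 1.88 and 2.36. Ptgs2, the gene of cyclooxygenase-2, had the largest decrease, from 421 ± 14.0 to 76.0 ± 3.54 normalized reads (SD, n = 2 each), a log2 fold change of -2.45 (standard error 0.17, limma adjusted p = 6.9e-05). The contractile genes Acta2 and Tagln and the extracellular matrix genes Mmp9, Lox and Tnc were also among the 12 largest decreases, with log2 fold changes of -1.91, -1.57, -1.66, -1.47 and -1.33. Casq1, Ccl2, Mt1, Klf2 and Kcnk13 were the others besides Cdx2, between -1.50 and -1.33. With a fold of at least 1.4, a mean of at least 50 reads and an unadjusted p of at most 1e-05, 139 genes remained, 99 higher and 40 lower, with a mean fold of 2.26. Without Ctrl replicate 2, 1941 genes were changed in all and without Lsd1i replicate 1, 1590. The 139 genes became 805 with edgeR's exact test, 539 with DESeq2 and 318 to 921 when 1 library was left out.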

We obtained 1115 differentially expressed genes (≥1.4-fold expression change, ≥50 reads and *P*≤10^−5^) with on average 1.9-fold change in transcription (Figure 2a). To identify direct target genes of Lsd1, we also determined genome-wide Lsd1 chromatin occupancy in wild-type TSCs by chromatin immunoprecipitation using an Lsd1 antibody followed by massive parallel sequencing (ChIP-seq). The antibody has previously been validated and specifically recognizes Lsd1.^40^ In total, we identified 13 675 high confidence Lsd1 peaks with a false discovery rate (FDR) <0.1%. (Figure 2b). Lsd1-binding sites within the promoter were centred around the transcription start site (Figure 2c). 

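Supplementary Table S1 lists the genes that the study found both changed in this RNA-seq comparison and occupied by Lsd1 at their promoter; the ChIP-seq data were not analysed here. All of its 621 genes were measured, and 367 were higher and 254 lower after 24 h of inhibition by limma, so that 59.1% were higher. All 621 were also called when adjusted over the list alone, and each changed in the direction that Table S1 gives. The study chose these genes on the same 4 libraries, so neither count is independent evidence of their direction. Dennd3, near the top of the table, rose from 56.7 ± 0.905 normalized reads in Ctrl to 285 ± 14.3 in Lsd1i (SD, n = 2 each), a log2 fold change of 2.31 (standard error 0.19, limma adjusted p = 1.3e-04). E130102H24Rik and the transcription factor gene Ovol1, at about 11 normalized reads in Ctrl, had log2 fold changes of 2.34 (standard error 0.42) and 2.21 (standard error 0.48). At the bottom of the table, the cytokine gene Il11 fell from 57.8 ± 10.4 to 11.6 ± 4.45 normalized reads (SD, n = 2 each), a log2 fold change of -2.26 (standard error 0.41, limma adjusted p = 0.0038). The clock gene Per2, the retinaldehyde dehydrogenase gene Aldh1a3, the methionine sulfoxide reductase gene Msra and the homeobox gene Prrx2 had log2 fold changes of -2.12, -1.86, -1.54 and -1.54. Table S1 had been read before the data were examined. At a fold of at least 1.4, a mean of at least 50 reads and an unadjusted p of at most 1e-05, 90 of the 621 genes remained by limma, and 446 by edgeR's exact test. With the authors' deposited p-values 453 remained. In Table S1 itself 150 of the genes carry a P above 1e-05, and 19 have a mean under 50 normalized reads.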

Intersection of the Lsd1 promoter occupancy and transcriptome data sets revealed 621 differentially expressed direct target genes of Lsd1 in TSCs of which 59% were upregulated (Figure 2d; Supplementary Table S1). Enrichment analyses depicted metabolic processes and mortality/aging as the top-ranking categories for differentially expressed direct Lsd1 target genes (Figure 2e).

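Among metabolic genes, the changed ones of cholesterol and fatty acid synthesis were higher after 24 h of Lsd1 inhibition, while those of glycolysis, fatty acid oxidation and one-carbon metabolism went both ways. Of 22 measured genes of cholesterol synthesis, 13 were higher and none was lower, also not at an unadjusted p under 0.05 or with edgeR (17 higher adjusted over the list alone, camera adjusted p = 5.0e-06, and adjusted p = 0.517 with an estimated correlation). With fry the cholesterol list missed the threshold (adjusted p = 0.0503). Dhcr7, the enzyme of the last step to cholesterol, rose from 1086 ± 61.4 normalized reads in Ctrl to 1828 ± 137 in Lsd1i (SD, n = 2 each), a log2 fold change of 0.75 (standard error 0.10, limma adjusted p = 0.0011), and Lss, Hmgcs1 and Fdft1 had log2 fold changes of 0.65, 0.61 and 0.49. Without Ctrl replicate 2, 8 of the 22 were higher and without Lsd1i replicate 2, 7. Of 14 genes of fatty acid synthesis, 8 were higher and none was lower, also not at an unadjusted p under 0.05 or with edgeR (12 higher adjusted over the list alone, camera adjusted p = 6.1e-06, and adjusted p = 0.379 with an estimated correlation), though 1 was lower after removal of a trend with transcript length. Scd2, a desaturase that makes monounsaturated fatty acids, rose from 7817 ± 546 to 17825 ± 153 normalized reads (SD, n = 2 each), a log2 fold change of 1.19 (standard error 0.09, limma adjusted p = 6.9e-05). Elovl6, which elongates fatty acids, and the desaturase genes Fads1 and Fads2 had log2 fold changes of 0.72, 0.70 and 0.72.

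Of 17 genes of fatty acid oxidation, 4 were higher and 1, Slc25a20, was lower (5 and 1 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.24). None was lower without Ctrl replicate 2 or without Lsd1i replicate 1 (0 each). Cpt1a, which controls the entry of fatty acids into mitochondria, and Acadl had log2 fold changes of 0.76 and 0.59. Ppargc1b had one of 1.17, which became 0.77 without Ctrl replicate 2, and Hadh had one of 0.41, which missed the threshold without Lsd1i replicate 2 (adjusted p = 0.092). Of 22 genes of glycolysis, 3 were higher and 3 lower (4 and 3 adjusted over the list alone), with no shift of the list (camera adjusted p = 0.59), whose median lay at -0.04 and mean at 0.01. The glucose transporter gene Slc2a3 rose (log2 fold change 0.76, standard error 0.10, limma adjusted p = 0.0010), as did Pfkm (0.46) and Aldoc, and Hk2, which phosphorylates glucose, fell (-0.88, standard error 0.09, limma adjusted p = 3.2e-04), as did Ldhb (-0.57) and Pfkfb3. Gapdh, whose processed pseudogenes can take its reads, stood at 74.0 ± 9.05 normalized reads in Ctrl (SD, n = 2) and is uncertain. Of 19 genes of serine and one-carbon metabolism, 4 were higher and 6 lower (4 and 9 adjusted over the list alone), and 2 and 4 without Ctrl replicate 2. The glycine decarboxylase gene Gldc had a log2 fold change of 0.68 and Cbs one of 0.53, and Mat2a, which makes S-adenosylmethionine, and the folate enzyme gene Mthfd1l had -0.75 and -0.62. The list as a set was lower (camera adjusted p = 0.016, and adjusted p = 0.655 with an estimated correlation). It missed the threshold with fry (adjusted p = 0.28), without Ctrl replicate 2 (adjusted p = 0.070) and without Lsd1i replicate 1 (adjusted p = 0.10). Irf1, Krt8, Tjp2, Slc25a20, Aldoc and Pfkfb3 were named after their values had been seen. Table S1 holds 2 genes each of the cholesterol and glycolysis lists, 4 of fatty acid synthesis, 3 of fatty acid oxidation and 5 of serine and one-carbon metabolism. The enrichment itself was not repeated, because its background needs the Lsd1 promoter occupancy, which was not analysed here.

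**Figure D2:**
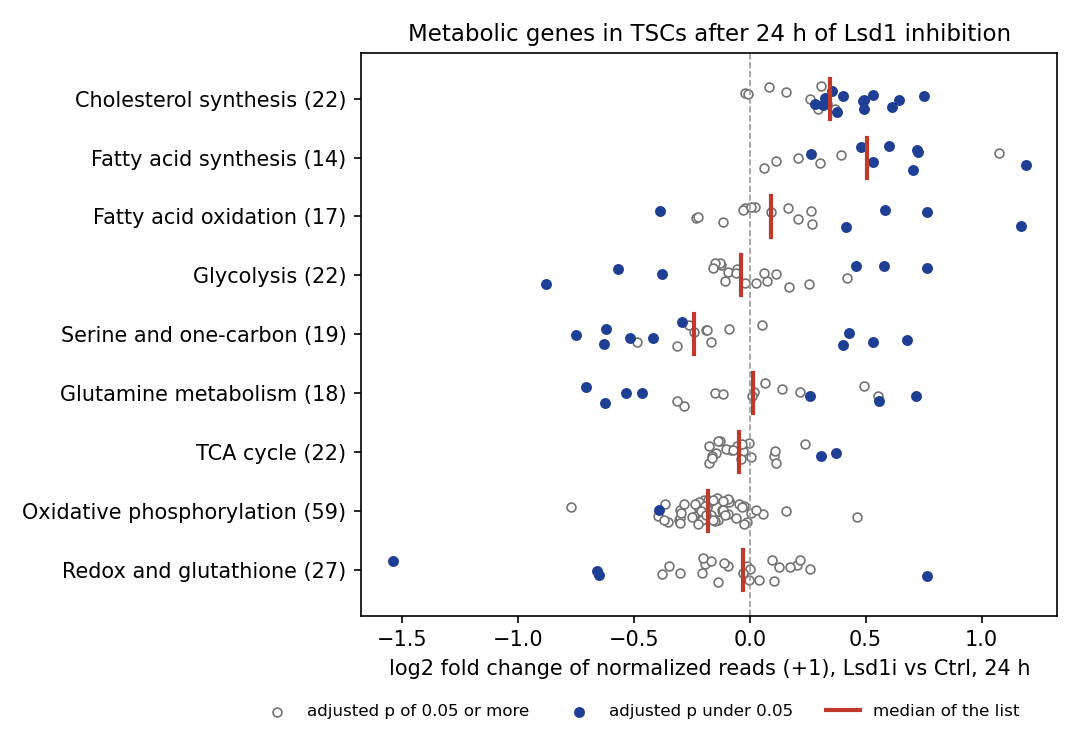
Each point is a measured gene of 9 metabolic lists, placed by its log2 fold change of normalized reads plus 1 in Lsd1i against Ctrl after 24 h (horizontal axis), with the number of measured genes in brackets. Filled points have an adjusted p under 0.05, open points do not, and red bars are medians, which are highest for fatty acid synthesis (0.50) and cholesterol synthesis (0.34) and lowest for serine and one-carbon metabolism (-0.24).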

### Lsd1 regulates anaplerosis and maintains redox balance

To gain further insight into the dynamics of Lsd1-regulated metabolism, we quantified annotated metabolites of wild-type TSCs at two different time points by mass spectrometry (LC-MS/MS). We cultured TSCs in the presence or absence of Lsd1 inhibitor for 24 h and with or without tamoxifen for 8 days (Figure 3a and Supplementary Figure S2a). For metabolites of glycolysis, we observed an increase in glucose, fructose 6-phosphate and pyruvate after 24 h of inhibition and 8 days after Lsd1 deletion. Indeed, glycolysis measured by extracellular acidification rate (ECAR) was increased upon inhibition of Lsd1 for 24 h (Figure 3b) and was even further enhanced in *Lsd1*-deficient TSCs after 8 days (Supplementary Figure S2b). In contrast, glutamine anaplerosis was impaired reflected by a decrease in glutamine, glutamate and *α*-ketoglutarate levels (Figure 3a and Supplementary Figure S2a). Quantification of glutamine uptake by TSCs and glutamate dehydrogenase (Glud1) activity corroborated reduced glutamine anaplerosis (Figures 3c and d). As ammonia is mostly derived from glutamine anaplerosis,^47^ we also measured NH_4_^+^ concentration. The level of ammonia in TSCs was clearly decreased upon inhibition of Lsd1 (Figure 3e), which may explain why the levels of many amino acids were reduced (Figure 3a).

As the flux into the TCA cycle is directly linked to oxidative phosphorylation, we determined mitochondrial function in the presence or absence of Lsd1 activity after 24 h by quantification of the normalized oxygen consumption rate (OCR). We quantified the basal respiration by subtraction of the non-mitochondrial OCR after disabling the electron transport system by addition of rotenone (R) and antimycin A (A). The basal respiration was decreased in TSCs in the presence of Lsd1 inhibitor (Figure 3f). The reserve capacity depicts the capability of cells to respond to increased energy demand or stress. It is determined by subtracting the basal OCR from the maximal respiration after uncoupling by FCCP (F). The reserve capacity was not affected by Lsd1 inhibition (Figure 3f). Finally, we determined the mitochondrial membrane potential by JC-1 assay. Inhibition of Lsd1 for 24 h induced an increase in the membrane potential in comparison with the control (Figure 3g). Our data show that oxygen consumption was still coupled to emergence of ATP after Lsd1 inhibition. Direct measurement corroborated that the ATP concentration was not altered (Figure 3h). Hence, absence of Lsd1 activity for 24 h induces mitochondrial stress indicated by decreased basal oxygen consumption, increased mitochondrial membrane potential and glycolysis. In accordance with our metabolomics data, this could be caused by a reduced substrate supply from glutamine anaplerosis.

Increased membrane potential with curtailed oxygen consumption suggests increased ROS levels. Accordingly, we quantified H_2_O_2_ in the cytoplasm and in mitochondria using ratiometric roGFP2-based redox probes.^48^ Inhibition of Lsd1 for 24 h induced a raise in H_2_O_2_ in both cellular compartments (Figure 3i). Our data were confirmed by measurements of overall ROS formation. Using DCF as a dye that becomes fluorescent upon oxidation, we observed an increase in relative signal intensity upon Lsd1 inhibition (Figure 3j). We also evaluated the level of glutathione, the major redox reagent in the cytoplasm and in mitochondria, using ratiometric roGFP2-based redox reporters.^48^ Inhibition of Lsd1 for 24 h raised the relative amount of oxidized glutathione (GSSG) in both compartments (Figure 3k). Consistently, reducing power was diminished as indicated by the increased ratio of oxidized to reduced levels of NADP, NAD and decreased GSH concentration (Figures 3l and m). In brief, short-term inhibition of Lsd1 raises ROS-mediated stress, which is exacerbated by diminished reducing capacity. The latter may be based on the decreased glutamine anaplerosis leading to a decline in GSH synthesis.

We next investigated the impact of Lsd1 on mitochondrial function at a later time point 8 days after the induction of Lsd1 deletion. Similar to short-term Lsd1 inhibition, the basal OCR was reduced in *Lsd1*^−/−^ TSCs. In contrast, reserve capacity, mitochondrial membrane potential, and ATP levels were reduced displaying that the initial mitochondrial stress caused by the absence of Lsd1 leads to mitochondrial damage over time (Supplementary Figures S2c–e). H_2_O_2_ and ROS were maintained at an elevated level and the amount of reducing metabolites remained low in *Lsd1*-deficient TSCs (Supplementary Figures S2f–j). In summary, loss of Lsd1 diminishes glutamine anaplerosis essential to maintain redox balance and functional mitochondria.

### Sirt4 triggers senescence in TSCs

To uncover the immediate early molecular mechanism triggering senescence in TSCs, we screened differentially expressed direct targets of Lsd1 involved in metabolic pathways, regulation of mitochondrial activity and glutamine anaplerosis. 

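Genes of glutamine metabolism went both ways after 24 h of Lsd1 inhibition, and few single genes of the TCA cycle and of oxidative phosphorylation passed the test. Of 18 measured genes of glutamine metabolism, 3 were higher (Slc1a5, Gls2 and Slc38a1) and 4 were lower (Glul, Asns, Prodh and Pycr1), with 3 higher and 6 lower when adjusted over the list alone. The list did not pass camera (adjusted p = 0.41, test and mean below 0 and median above). Slc1a5, a glutamine transporter, had a log2 fold change of 0.72 (standard error 0.16, limma adjusted p = 0.011), and Gls2, a glutaminase, one of 0.56 (standard error 0.12, limma adjusted p = 0.0089). Glul, which makes glutamine from glutamate, fell from 4692 ± 137 normalized reads in Ctrl to 3050 ± 213 in Lsd1i (SD, n = 2 each), a log2 fold change of -0.62 (standard error 0.09, limma adjusted p = 0.0015). Asns had a log2 fold change of -0.46 and missed the threshold without Lsd1i replicate 1 (adjusted p = 0.054), where 1 gene of the list was lower. For Glud1, which turns glutamate into α-ketoglutarate, the log2 fold change was -0.15 (standard error 0.09, limma adjusted p = 0.28), and for the glutaminase gene Gls it was 0.02 (standard error 0.12, limma adjusted p = 0.93).

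Of 22 genes of the TCA cycle, 2 were higher and none was lower, also not at an unadjusted p under 0.05 or with edgeR, but 1 was lower after removal of the length trend (2 higher adjusted over the list alone, camera adjusted p = 0.49). They were the citrate synthase gene Cs (log2 fold change 0.31, limma adjusted p = 0.024) and the pyruvate dehydrogenase gene Dlat (0.37, limma adjusted p = 0.017). Cs missed the threshold without any 1 of the 4 libraries and with TMM factors (adjusted p = 0.054), and Dlat without Ctrl replicate 2 (adjusted p = 0.062) and without Lsd1i replicate 1 (adjusted p = 0.056) or 2 (adjusted p = 0.076). Of 59 genes of oxidative phosphorylation, 1, the complex I gene Ndufs8, was lower (none when adjusted over the list alone) and none was higher, also not at an unadjusted p under 0.05 or with edgeR, but 1 was after removal of the length trend. Ndufs8 had a log2 fold change of -0.39 (standard error 0.12, limma adjusted p = 0.036) and missed the threshold without Ctrl replicate 2 (adjusted p = 0.22) and without Lsd1i replicate 1 (adjusted p = 0.18). As a set these 59 genes were lower, with a median log2 fold change of -0.18 (camera adjusted p = 3.7e-05, and adjusted p = 0.675 with an estimated correlation). The estimated correlation of 0.819 lay far above the preset, so the camera p-value at the preset may be too small. The set missed the threshold with fry (adjusted p = 0.58), without Ctrl replicate 2 (adjusted p = 0.12), without Lsd1i replicate 1 (adjusted p = 0.080) and after removal of a trend with transcript length (adjusted p = 0.18). With TMM factors 4 of its genes were lower, without Ctrl replicate 1 23 and without Lsd1i replicate 2 11.

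Of 27 genes of glutathione and redox metabolism, Txnip was higher and Gpx1, Gsto1 and Msra were lower, with the same counts adjusted over the list alone (camera adjusted p = 0.15). Txnip, which binds thioredoxin, rose from 2539 ± 64.7 to 4317 ± 127 normalized reads (SD, n = 2 each), a log2 fold change of 0.77 (standard error 0.09, limma adjusted p = 4.6e-04). Gpx1, a glutathione peroxidase that reduces hydrogen peroxide, had a log2 fold change of -0.65 (standard error 0.12, limma adjusted p = 0.0042), and the glutathione transferase gene Gsto1 one of -0.66 (standard error 0.10, limma adjusted p = 0.0017). With TMM factors 5 of the 27 were lower, and without Ctrl replicate 1 or without Lsd1i replicate 2 6. Slc38a1, Prodh and Pycr1 were named after their values had been seen. Table S1 holds 3 genes of the glutamine list, 4 of the redox list and none of the lists of the TCA cycle and oxidative phosphorylation. The 4 of the redox list are the 4 changed genes, which the study chose on these samples, so they are not independent evidence. The other 23 measured redox genes were not called.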

We considered *Sirt4* as the most promising candidate. *Sirt4,* a direct target of Lsd1 and upregulated by inhibition of Lsd1 (Figure 4a), is known to restrain proton leakage^21^ and glutaminolysis by repression of glutamine uptake and Glud1 activity.^22, 23, 49^ We validated the increase in Sirt4 expression after inhibition of Lsd1 by qRT-PCR (Figure 4b) and by western blot (Figure 4c). Consequently, we were keen to link the impact of enhanced *Sirt4* expression in wild-type TSCs to senescence, glutamine anaplerosis, redox balance and mitochondrial function. 

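Sirt4 encodes a sirtuin of the mitochondria. In GENCODE M21 (GRCm38) the gene lies on chromosome 5 from 115478010 to 115484725 on the minus strand, between Pla2g1b and the small nuclear RNA gene Gm24265. A transcript with 5 exons runs from 115478010 to 115484297. Its exon 1 (115484053 to 115484297) is 5′ UTR, and the coding sequence starts at 115483111 in exon 2 (115482624 to 115483118) and ends at 115478404 in exon 5, whose remaining 394 bp are 3′ UTR. The deposited table holds 2 overlapping RefSeq transcripts of Sirt4. For the one with more reads (NM_133760, 115478010 to 115484484) the normalized reads were 134 and 109 in Ctrl replicates 1 and 2 and 310.4 and 225 in Lsd1i replicates 1 and 2, from 148, 95, 332 and 214 recovered reads. The mean rose from 121 ± 17.6 to 268 ± 60.5 (SD, n = 2 each), a log2 fold change of 1.12 (standard error 0.20, limma adjusted p = 0.0038). Both Lsd1i libraries lay above both Ctrl libraries, for which an exact two-sided permutation test gives p = 0.333, the smallest that 2 libraries against 2 allow. The other transcript (NM_001167691), which overlaps it, had a log2 fold change of 1.17 when all transcripts were tested apart. In the authors' deposited table the log2 fold changes are 1.09 for the first and 1.14 for the second.

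Of the 7 sirtuins, Sirt4 was the only one higher at an adjusted p under 0.05 and Sirt1 the only one lower, with the same counts when adjusted over the list alone (camera adjusted p = 0.61). Sirt1, a nuclear deacetylase, went from 984 ± 23.2 to 731 ± 49.0 normalized reads (SD, n = 2 each), a log2 fold change of -0.43 (standard error 0.11, limma adjusted p = 0.018), and missed the threshold without Lsd1i replicate 2 (adjusted p = 0.090). The other mitochondrial sirtuins did not pass the test, with log2 fold changes of 0.41 for Sirt3 (standard error 0.16, limma adjusted p = 0.093) and 0.37 for Sirt5 (standard error 0.19, limma adjusted p = 0.18), although Sirt3 passed after removal of a trend with transcript length (adjusted p = 0.034). Sirt2, Sirt6 and Sirt7 had log2 fold changes of -0.08, -0.05 and 0.20, each with overlapping groups.

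**Figure D3:**
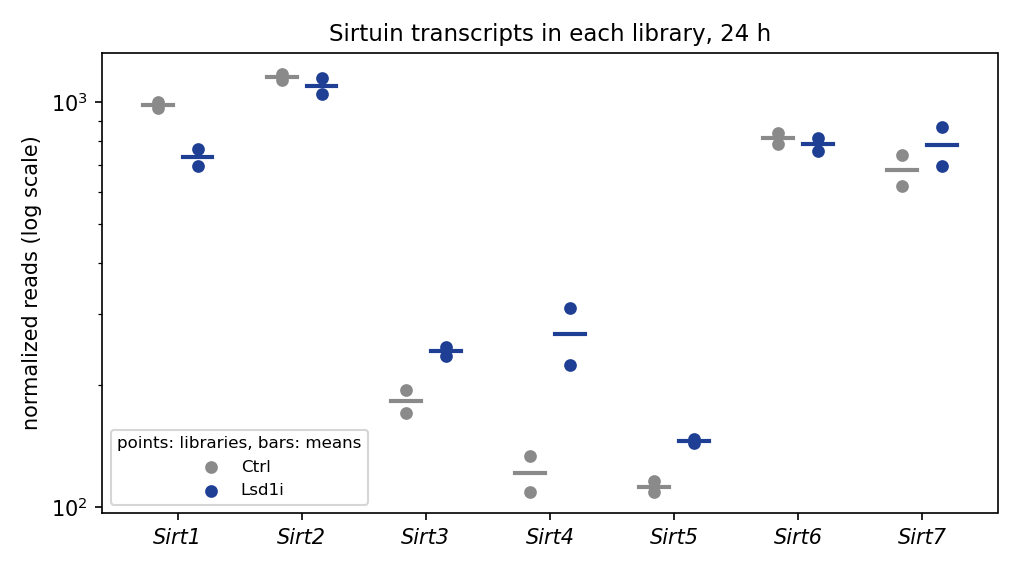
Normalized reads of the 7 sirtuins (vertical axis, log scale) in the 2 Ctrl libraries (grey) and the 2 Lsd1i libraries (blue) after 24 h, with points for libraries and bars for means. For Sirt4 the Lsd1i libraries stand at 310.4 and 225, above the Ctrl libraries at 134 and 109.

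The paper screened direct targets of Lsd1 for what triggers senescence early and considered Sirt4 the most promising one. It states that Lsd1 is found at the gene, that inhibition raises its transcript (Fig. 4a) and that Sirt4 is known to restrain glutamine uptake and Glud1 activity.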

Transient transfection of a *SIRT4* expression plasmid raised the levels of cell cycle inhibitors p15, p16 and Rb without altering transcription of endogenous Lsd1 and Sirt4 (Figure 4d and Supplementary Figure S3a). Accordingly, the number of senescence-associated *β*-galactosidase-positive cells was increased (Figure 4e) and proliferation was curtailed (Figure 4f) similar to the phenotype observed in TSCs cultured in the presence of Lsd1 inhibitor for 8 days (Supplementary Figures S1a and b). In comparison with mock-transfected TSCs, glutamine uptake (Supplementary Figure S3b) and Glud1 activity (Supplementary Figure S3c) were reduced in SIRT4-overexpressing cells indicating that glutamine anaplerosis is decreased by Sirt4 in TSCs. Similarly, the levels of ammonia and GSH were diminished upon enhanced expression of *SIRT4* in comparison with control cells (Supplementary Figures S3d and e). Next, we determined mitochondrial oxygen consumption. TSCs transfected with *SIRT4* expression vector exhibited a phenotype comparable to *Lsd1*-deficient TSCs. Two and 8 days after transfection, basal oxygen consumption and reserve capacity were diminished (Figure 4g and Supplementary Figure 3f) with increased ROS levels (Figure 4h and Supplementary Figure S3g). The dynamic of the mitochondrial phenotype in the absence of Lsd1 activity was recapitulated by Sirt4 overexpression. The mitochondrial membrane potential was initially increased 48 h after transfection while it was decreased after 8 days (Supplementary Figure S3h and Figure 4i).

To analyze the impact of decreased glutamine anaplerosis on senescence in TSCs, we inhibited glutaminase (Gls), which converts glutamine to glutamate, by BPTES^50^ or compound 968.^51^ Oxidation of glutamate to *α*-ketoglutarate by Glud1 was inhibited by EGCG.^52^ Either inhibition enhanced the expression of cell cycle inhibitors p16 and p15 and Rb while the transcription of *Lsd1* was not affected (Supplementary Figure S3i). Furthermore, senescence-associated *β*-galactosidase activity was increased (Supplementary Figure S3j). Thus, direct inhibition of glutamine anaplerosis triggers senescence in TSCs similar to SIRT4 overexpression or Lsd1 inhibition.

### Knockdown of Sirt4 prevents redox imbalance in the presence of Lsd1 inhibitor

To prevent the imbalance of the redox potential triggering senescence in TSCs devoid of Lsd1 demethylase activity, we reduced Sirt4 by RNAi. Reduction of endogenous Sirt4 expression by two specific siRNAs in the presence of Lsd1 inhibitor was verified by western blot (Figure 5a). We first analyzed mitochondrial function. Inhibition of Lsd1 in TSCs transfected with an unrelated control siRNA decreased the basal OCR. In contrast, knockdown of Sirt4 by two independent siRNAs returned the basal OCR to the level of control cells (Figure 5b). Similarly, reserve capacity and membrane potential were restored to control levels (Figures 5b and c). Similarly, ROS caused by the inhibition of Lsd1 was curtailed by simultaneous transfection of siRNAs directed against Sirt4 (Figure 5d). Accordingly, the relative levels of NADH and GSH were elevated upon Sirt4 reduction despite the presence of Lsd1 inhibitor (Figures 5e and f). Similarly, glutamine uptake was augmented by knockdown of Sirt4 in the presence of Lsd1 inhibitor (Figure 5g). Taken together, the imbalance of the redox potential caused by inhibition of Lsd1 can be averted by concomitant reduction of Sirt4 expression.

### Lsd1 controls senescence by repression of Sirt4

To finally prove that Lsd1 prevents senescence by repression of *Sirt4* in TSCs, we reduced Sirt4 expression in *Lsd1*^−/−^ TSCs. Specific knockdown of Sirt4 was verified by western blot (Supplementary Figure S4a). Expression of the cell cycle inhibitors p15 and p16 and Rb were decreased and phosphorylation of Rb increased (Figure 6a and Supplementary Figure S4a). Accordingly, proliferation was enhanced in *Lsd1*^−/−^ TSCs upon Sirt4 knockdown (Figure 6b). Importantly, knockdown of *Sirt4* in *Lsd1*-deficient TSCs markedly decreased the percentage of senescence-associated *β*-galactosidase-positive cells in comparison with the control (Figure 6c and Supplementary Figure S4b).

In summary, we demonstrate that *Lsd1* deletion triggers senescence in TSCs, by unravelling a key role of Lsd1 to sustain metabolic flexibility. We propose the following model (Figure 6d). Lsd1 binds to the promoter of *Sirt4* and impedes transcription. Consequently, glutamine anaplerosis and GSH synthesis are not restrained by *Sirt4* expression. In parallel, enhanced mitochondrial membrane potential exacerbated by diminished oxygen consumption favouring ROS is averted. Thus, the redox level is kept in balance preventing stress-induced senescence.

## Discussion

Our data show that the demethylase activity of Lsd1 governs redox homeostasis and metabolic flexibility to control senescence in TSCs. The increase in *Sirt4* transcription after Lsd1 inhibition in conjunction with binding of Lsd1 to the *Sirt4* gene locus indicates that the expression of *Sirt4* is directly repressed by Lsd1. Overexpression of Sirt4 in TSCs is sufficient to increase the mitochondrial membrane potential accompanied by simultaneous reduction of oxygen consumption, a combination, which favours the emergence of ROS. We suggest that loss of redox and metabolic balance triggers senescence in TSCs devoid of functional Lsd1 (Figure 6d).

The raise in Sirt4 expression in TSCs devoid of Lsd1 activity interferes with glutamine anaplerosis. Surprisingly though, we also do observe increased levels of fructose 6-phosphate, 3-phosphoglyceric acid, pyruvate and citrate after inhibition of Lsd1 proposing an enhanced glycolytic catabolism into the TCA cycle. This observation is counterintuitive, because Sirt4 has been associated with the inhibition of the pyruvate dehydrogenase complex.^53^ The effect of Lsd1 inhibition on glucose metabolism is further complicated by decreased levels of serine, glycine and cysteine, which all can be derived from 3-phosphoglycerate. The low levels of these amino acids may be due to the importance of glutamine anaplerosis as the main nitrogen donor for the synthesis of amino acids ^54^ or to an increased glycolytic flux.^55^ Furthermore, we noticed decreased cysteine levels suggesting that the one-carbon cycle is diminished. This is corroborated by a 70% reduction of the methyl donor *S*-adenosyl methionine. In the future, it will be interesting to further analyze the impact of the histone demethylase Lsd1 on the substrate level for histone and DNA methyltransferases. Lsd1 may direct a potential feedback mechanism, linking metabolism with chromatin methylation.

In the context of senescence triggered by Lsd1 inhibition, it is compelling to note that LSD1 and SIRT4 control proliferation in cancer cells. Enhanced LSD1 expression has been linked to tumour progression^56, 57, 58, 59^ and can even prime cells for transformation.^60^ Consequently, clinical trials are currently ongoing to implement LSD1 inhibitors for the treatment of refractory small cell lung cancer (NCT02034123) and acute myeloid leukaemia (NCT02177812, NCT02273102 and NCT02261779). Inversely, SIRT4 can function as a tumour suppressor and reduced expression is associated with several cancers.^22, 61^ Furthermore, *Sirt4*-deficient mice spontaneously develop lung tumours.^24^ Many cancer cells heavily depend on glutaminolysis to couple bioenergetics to redox balance, supporting cell survival.^54, 62^ The LSD1-directed control of glutamine anaplerosis offers an explanation for the abatement on tumour progression by LSD1 inhibitors in cancers. Excitingly, our data suggest that Lsd1 inhibition also causes increased glycolytic flux at least in TSCs. In the future it will be interesting to analyze the impact of LSD1 on glucose anaplerosis in other stem and cancer (stem) cells. Treatment with LSD1 inhibitors and simultaneous repression of glycolysis may enhance the efficacy of treatment by killing senescent cancer cells but also could increase the range of tumours susceptible to growth inhibition by LSD1 inhibitors.

Of note, inhibition of Lsd1 has never been connected with senescence, indicating that the cellular context is important for the control of proliferation by Lsd1. Unravelling the corresponding molecular mechanism and identification of responsive cell types may pave the way for an extension of cancers susceptible to co-treatment with Lsd1 inhibitors and compounds affecting central metabolic pathways. Stem cell maintenance during aging and obliteration of cancer stem cells during tumour progression are connected by chromatin modifications and the control of metabolism. Thus, the histone demethylase Lsd1 is a very attractive target integrating the control of chromatin and metabolism.

## Materials and Methods

### TSC culture

For clarity, TSCs homozygous for a conditional *Lsd1* allele are defined as wild-type (*Lsd1*^+/+^). The clonal cell lines are derived from two different embryos. Recombination of the conditional *Lsd1* alleles was induced with 0.2 *μ*M 4OH-tamoxifen (Sigma, Munich, Germany, H-7904) 8 days before the start of the experiment. Recombination causes deletion of exon 1 (*Lsd1*^−/−^) or replacement of exon 15 to 19 with a triple point mutation encoding K662A, W752A and Y762S (*Lsd1*^ki/ki^). For inhibition, TSCs were cultured 24 h or 8 days before and during the experiment in the presence of 100 nM Lsd1 inhibitor 1 (ORY-1001, Selleckchem, Munich, Germany),^43^ 100 nM Lsd1 inhibitor 2 (QC6688), 50 *μ*M EGCG (Sigma, 50299) 10 *μ*M BPTES (Sigma, SM0601), 20 *μ*M 968 (Millipore, Darmstadt, Germany, 352010) or solvent (DMSO, Sigma, C6295). TSCs were transfected in suspension after culturing for two passages on feeders according to Tanaka *et al.*^63^ using lipofectamine LTX (Thermo Fisher Scientific, Schwerte, Germany, 15338100) for plasmids or Lipofectamine RNAimax (Thermo Fisher Scientific, 13778030) for siRNA. TSCs were transfected with stealth siRNA directed against mouse Sirt4 or an unrelated control (Supplementary Table S2) 48 h before start of treatment with Lsd1 inhibitor or 4OH-tamoxifen and maintained for the duration of the experiment. TSCs transfected with pEF-DEST52-Cherry-SIRT4 or empty vector were selected by FACS. During selection and duration of the experiment, the cells were incubated in stemness conditions (cell culture medium containing 25 ng/ml human recombinant FGF4 (Cell Concepts, Umkirch, Germany, C-10312M), 1 *μ*g/ml Heparin (Sigma, H3149) and 75% feeder-conditioned medium).

### Proliferation

Assays were performed using xCelligence system (OLS-OMNI Life Science, Bremen, Germany) system by seeding 1 × 10^5^ cells per well in E-8 chambers (OLS-OMNI Life Science) in stemness medium. Cell indices were automatically recorded every 15 min. Relative proliferation velocity was calculated by using the slope.

### Senescence-associated *β*-galactosidase activity analyses

*In situ* analysis of *β*-galactosidase activity was performed as described in Debacq-Chainiaux *et al.*^64^ Briefly, subconfluent cells were fixed with 2% paraformaldehyde (PFA; Sigma, P6148), 0.2% glutaraldehyde (Sigma, G5882) in phosphate-buffered saline (PBS), washed with PBS and stained with solution containing 1 mg ml-1 X-gal (Sigma, B4252). For quantification of senescent cells, TSCs were stained with C12FDG (Thermo Fisher Scientific, D2893) and analyzed by FACS.

### Western blot analysis and immunofluorescence

Whole-cell lysate was extracted from TSCs as described.^30^ Briefly, cells were lysed in SC buffer and protein extract supernatants were resolved using acrylamide gels and electrotransfered to PVDF membranes (Millipore, IPVH00010), according to the manufacturer's instructions. Membranes were incubated in blocking buffer for 1 h at room temperature, decorated with antibodies directed against Lsd1 (Schüle laboratory, Freiburg, Germany, 3544 (ref. 30) 1:1000), Rb (Santa Cruz, Heidelberg, Germany, sc-50, 1:200), p-Rb (Cell Signaling, Frankfurt, Germany, 2181, 1:500), p15 (Abcam, Cambridge, UK, ab53034, 1:500), p16 (Santa Cruz, sc-1661, 1:200), Gapdh (Millipore, MAB374, 1:300), Sirt4 (Abcam, ab10140, 1:100) and *β*-Actin (Sigma, A1978, 1:2000) p21 (Santa Cruz, sc-6246, 1:500), p53 (Cell Signaling, 9282, 1:1000), phospho-p53 (Cell Signaling, 9286, 1:1000), histone H2ax (Abcam, ab07–627, 1:2000), phospho histone H2ax (Millipore, 05–636, 1:1000) and histone H3 (Abcam, ab1791, 1:5000) in blocking buffer at 4 °C overnight. Blots were washed with 0.1% PBST and incubated with HRP-conjugated secondary antibodies. Chemiluminescence was detected and images were acquired with a CHEMISMART documentation system and the Chemi-Capt 5000 software (Peqlab, Vilber Lourmat, Eberhardzell, Germany) and Image Quant TL software (General Electric, Munich, Germany). Quantitative analysis for normalization was performed with the Bio-1D software (Vilber Lourmat). The signal was normalized to the internal loading control and expressed relative to the sample control.

Immunofluorescence analysis was performed by fixation with 4% PFA for 10 min followed by three wash with PBS, permeabilization in 0.2% TritonX-100/PBS for 15 min, wash and overnight blocking with 0.2% gelatin the cells were then incubated with a primary Lsd1 antibody (Sigma, 112-4, 1 : 500). After washing, cells were incubated with the correspondent secondary antibodies (Thermo Fisher Scientific, *α*-rabbit Alexa Fluor 488) and 4',6-diamidino-2-phenylindole (DAPI) (Thermo Fisher Scientific, 62248, 1:10000).

### RNA extraction, qRT-PCR and RNA-seq

RNA was isolated with Trizol (Thermo Fisher Scientific, 15596), reverse transcription and qPCR were performed as described.^30^ Transcription of *Ppia, Rplp0* and *Hprt* was used for normalization and expression was related to the control sample. Experiments were repeated at least with three biological samples. Primers are listed in Supplementary Table S2.

RNA-seq analysis was performed according to standard Illumina protocol. Raw sequence files (.fastq files) were aligned to mouse genome (mm10) using TopHat version 2.^65^ Counting of the aligned reads was performed using HOMER software (analyzeRNA.pl). Differentially expressed genes were identified with EdgeR software.^66^

### ChIP-seq

TSCs cultured in stemness conditions were fixed with 1% PFA in 20 mM Tris-HCL pH 8, 0.5 mM EGTA, 1 mM EDTA, 10 mM NaCl for 5 min, quenched with glycine for 5 min and rinsed twice with ice-cold PBS. Cells were harvested in PBS supplemented with Complete EDTA-free protease inhibitors cocktail (Roche, Mannheim, Germany, 11873580001) pelleted and flash-frozen in liquid nitrogen. Chromatin preparation was done as previously described.^67^ Fixed cells were resuspended in Farnham Lab buffer and nuclei were extracted using an ultrasound-based nuclei extraction method. Nuclei were pelleted, resuspended in shearing buffer and sonicated for 15 min using Covaris S220 (Brighton, UK, instrument settings: 140 W peak power, 5% duty factor, 200 cycles/burst, at 4 °C), to a fragment size distribution of 100–800 bp.

ChIP was performed using the automated platform IP-Star SX-8G Compact (Diagenode, Oxford, UK) and Auto Histone ChIP-seq kit (Diagenode, C01010022) following the ‘indirect method' procedure. ChIP reactions were incubated with 2 *μ*g Lsd1 antibody 20752 (ref. 40) for 10 h, followed by 3 h of incubation with beads and 5-min washes at 4 °C. Libraries were prepared from immunoprecipitated DNA using NEBNextUltra (Frankfurt, Germany) library preparation kit without size selection. ChIP-seq libraries were sequenced using a HiSeq 2500 (Illumina, Cambridge, UK) and mapped to the mm10 reference genome using bowtie 2 (ref. 68). Data were further analyzed using the peak finding algorithm MACS 1.41 (ref. 69) using input as control. All peaks with FDR >1% were excluded from further analysis. The uniquely mapped reads were used to generate the genome-wide intensity profiles, which were visualized using the IGV genome browser.^70^ HOMER ^71^ was used to annotate peaks. The genomic features were defined and calculated using Refseq and HOMER.

### Metabolite analyses

TSCs were snap frozen in liquid nitrogen and stored at −80 °C. Sample preparation was performed according to metaSysX standard procedure, a modified protocol from Giavalisco *et al.*^72^ Sample processing and measurement were performed with an ACQUITY RP-UPLC (Waters, Eschborn, Germany) coupled to an Exactive mass spectrometer (Thermo Fisher Scientific) GC-MS measurements were performed on a GC (Agilent Technologies, Waldbronn, Germany) coupled to a Pegasus HT mass spectrometer (Leco, Saint Joseph, MI, USA). UPLC-MS and GC-MS measurements were performed for the analysis of primary and secondary metabolites. After extraction from the chromatograms, the data were processed, aligned, filtered and annotated according to metaSysX standard procedures.

### Oxygen consumption and extracellular acidification rate

Mitochondrial OCRs were analyzed using XFp analyzer^73^ (Seahorse Bioscience, Waldbronn, Germany) according to the manufacturer's instructions in RPMI medium without glucose and sodium bicarbonate (R1383, Sigma), supplemented with 10 mM glucose (G8644, Sigma) and 1 mM pyruvate (P5280, Sigma) using 2 *μ*M oligomycin, 0.6 *μ*M rotenone/antimycin and 0.7 *μ*M FCCP (XFp cell mito stress test kit, Seahorse Bioscience). In all, 5 × 10^4^ TSCs were seeded 24 h before the beginning of the assay. Data were normalized to protein content after the assay.

Mitochondrial membrane potential (JC1 assay) was assessed using MitoProbe JC-1 Assay Kit for Flow Cytometry (Thermo Fisher Scientific) following the manufacturer's instructions. Briefly, TSCs were cultured in the presence of the mitoprobe 2 *μ*M 5',6,6'-tetrachloro-1,1',3,3'-tetraethylbenzimidazolylcarbocyanine iodide (JC-1). Background measurements were obtained using 50 *μ*M CCCP (carbonyl cyanide 3-chlorophenylhydrazone). JC-1 fluorescent ratio from 590/529 nm (Fl2/FL1 channels) was calculated to estimate the relative membrane potential before and after the indicated treatment.

### ROS and redox quantification

TSCs under the indicated treatment were transfected with ratiometric redox plasmids pLPCX-Grx1-roGFP2 (used for cytoplasmatic GSH), pLPCX-mito-Grx1-roGFP2 (used for mitochondrial GSH), pLPCX-roGFP2-Orp1 (used for cytoplasmatic H_2_O_2_) and pLPCX-mito-roGFP2-Orp1(used for mitochondrial H_2_O_2_) (ref. 48) and analyzed by FACS. The 405/488 nm ratio was calculated for gated GFP-positive cells.

Cellular ROS content was measured by incubation with 5 *μ*M H2DCF-DA (Thermo Fisher Scientific) for 20 min in phenol red-free medium. The cells were washed in PBS buffer, trypsinized and resuspended in 500 *μ*l PBS.

Total glutathione (GSH) levels were tested using intracellular GSH assay kit (Abcam) following the manufacturer's instructions. Fluorescence intensity was visualized by flow cytometry using FL1 channel.

### FACS

FACS was performed with Aria or Fortessa flow cytometer (BD Biosciences, Heidelberg, Germany) by recording 10 000 events. Data were analyzed using the Flow Jo (Ashland OR, USA) 7.5.5 and FACSDiva software (Heidelberg, Germany). For quantification of cell cycle inhibitors, TSCs were harvested with 0.05% trypsin/EDTA, resuspended in FACS buffer (2% FBS in PBS) and filtered through a 40 *μ*m cell strainer, fixed with 4% PFA 10 min at RT. After fixation cells were permeabilized in FACS buffer 0.1% Tween 20 (Sigma, P7949) for 30 min and blocked with 10% FBS overnight. Blocked cells were resuspended in FACS buffer with Cdkn2a Alexa fluor 488 (Abcam, ab199756; 1:50), rabbit IgG isotype control Alexa fluor 488 (Cell Signaling, 4340s, 1:100) or phospho-Rb (Cell Signaling, 4277, 1:50) antibody, and incubated overnight at 4 °C. After washing, cells were resuspended in FACS buffer for acquisition.

### Biochemical assays

Quantification of NAD and NADP was performed according to the manufacturer's instructions (Abcam, ab65348) and (Abcam, ab65349), respectively. Briefly, 2 × 10^6^ cells were suspended in respective assay extraction buffer by freeze/thaw cycles. The cells supernatants were deproteinized in 10 kD spin columns. NADPH/NADH levels were measured in the resulting samples by NADP/NAD heat decomposition (60 °C for 30 min).

Ammonia content was measured using Assay kit (Abcam, ab83360), according to the manufacturer's instructions. Briefly, 2 × 10^6^ cells were homogenized in assay buffer, after centrifugation the supernatants were diluted to fit standard curve and resolved in a microplate reader. Pyruvate control levels were subtracted for each sample.

ATP levels were measured using Assay kit (Abcam, ab83355), according to the manufacturer's instructions. Briefly, 2 × 10^6^ cells were suspended by pipetting up and down in assay buffer. The samples were deproteinized by PCA precipitation and diluted at different concentrations to ensure reading within the standard curve and resolved by fluorometric assay.

Glutamate dehydrogenase activity was measured according to the manufacturer's instructions (Sigma, MAK099). Briefly, 1 × 10^6^ cells were homogenized in assay buffer. After 10 min of incubation, the insoluble material was removed by centrifugation. The samples were measured by colorimetric assay and the Glud1 activity calculated by the ratio difference between the initial and final 450 nm absorbance.

For quantification of glutamine uptake, 1 × 10^6^ TSCs were seeded. The medium was replaced and collected after 24 h, centrifuged and the glutamine levels in the supernatant were measured according to the manufacturer's instructions (Biovision, Wehrheim, Germany, K556).

### Plasmids

Expression plasmids for SIRT4 were generated by BP and LR recombination according to the supplier (Thermo Fisher Scientific). The expression plasmid pDest26-SIRT4 (Source Bioscience, Berlin, Germany, IOHx59335) was used for the generation of a zeocin-resistant entry clone and expression plasmids containing mCherry or CFP reporters. The QuickChange II site-directed mutagenesis kit (Agilent Technologies) was used to delete the translational STOP codon of SIRT4 to generate a V5-tagged fusion protein. The redox potential was quantified by transfection of pLCPX-mito-Grx1-roGFP2, pLCPX-Grx1-roGFP2 (ref. 48). For determination of intracellular hydrogen peroxide concentration pLCPX-mito-Orp1-roGFP2 and pLCPX-mito-Orp1-roGFP2 were used.^48^

### Statistical analysis

If not otherwise stated, significance was calculated using an unpaired, two-tailed Student's *t*-test. Data are calculated as mean +S.E.M. Experiments were repeated at least three times. Principal component and cluster analysis were used as descriptive methods to confirm or reject discrimination between the sample groups. Overrepresentation of candidate genes in regards to classification was determined by binominal test.

### Accession codes

RNA-Seq and ChIP-seq data have been deposited in Gene Expression Omnibus (GEO) data base under accession codes GSE78782 and GSE78264, respectively.

## Figures and Tables

**Figure 1:**
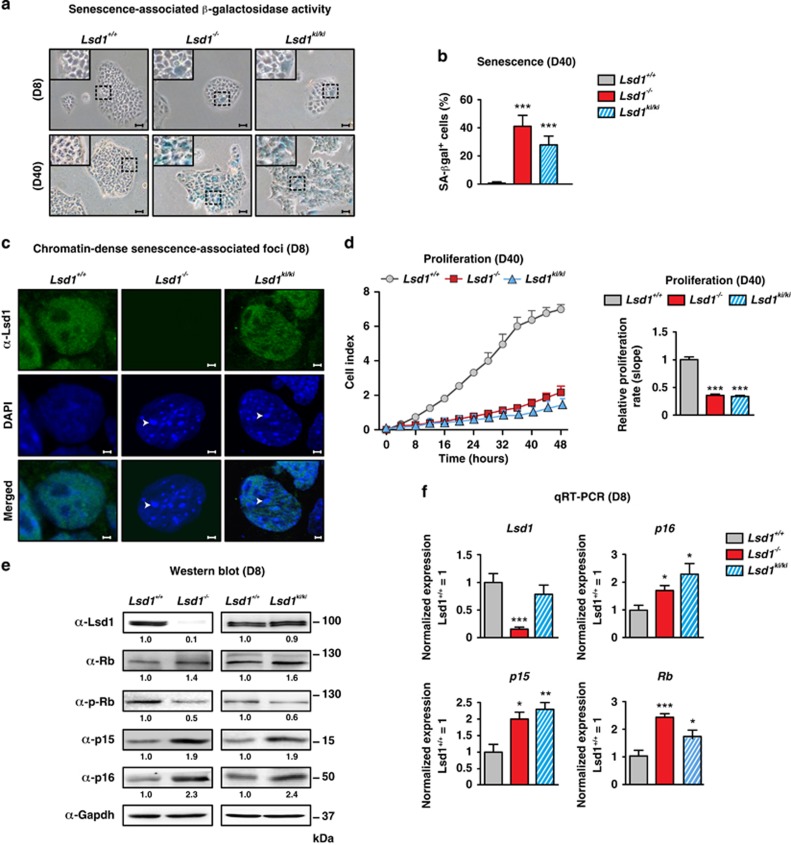
Lsd1 deficiency boosts senescence in TSCs. (**a**–**f**) Comparison of wild-type (*Lsd1*^+/+^), *Lsd1*-deficient (*Lsd1*^−/−^) and *Lsd1* enzymatic inactive mutant (*Lsd1*^*ki/ki*^) TSCs. (**a** and **b**) Representative images of senescent-associated *β*-galactosidase activity (blue) in TSCs (**a**) and quantification of senescent cells (**b**). (**c**) DNA stain by DAPI depicts chromatin-dense senescent-associated foci (arrows). TSCs were co-stained with an Lsd1 antibody. (**d**) Proliferation of TSCs was determined in real time. (**e**) Western blot decorated with the indicated antibodies including phosphorylated Rb (p-Rb). Band intensity was normalized to Gapdh as loading control relative to *Lsd1*^+/+^. (**f**) qRT-PCR of *Lsd1* and indicated cell cycle regulators normalized to three housekeeping genes relative to transcription in wild-type TSCs. Scale bars: 10 *μ*m (**a**) and 2 *μ*m (**c**). Data were analyzed from at least three biological samples and are represented as mean+S.E.M. *P<0.05; **P<0.01; ***P<0.001 (unpaired, two-tailed Student's *t*-test, (**b**, **d** and **f**))

**Figure 2:**
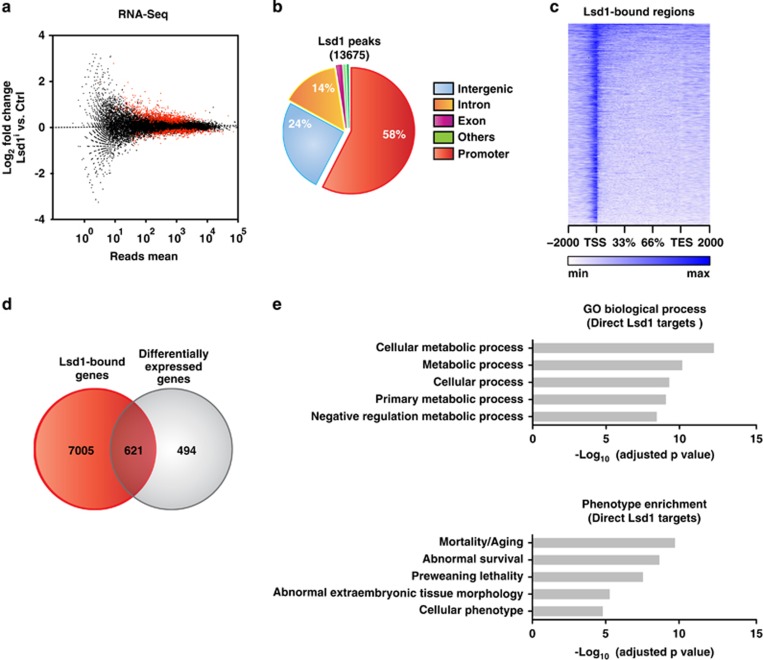
Lsd1-controlled transcription regulates metabolic pathways and aging. (**a**, **d** and **e**) Comparison of TSCs cultured for 24 h in the presence of solvent (Ctrl) or Lsd1 inhibitor 1 (Lsd1^i-1^) by RNA-sequencing (RNA-seq). (**a**) Significantly differentially transcribed genes with more than 50 reads are depicted as red dots. RNA-seq was done with two samples. (**b**) Pie chart displaying the genomic distribution of Lsd1 peaks in TSCs determined by ChIP-seq. ChIP-seq was performed with a single sample. (**c**) Read coverage for genomic Lsd1-binding sites in TSCs between transcription start (TSS) and transcription end site (TES) including 2 kb at the 5' and 3' site. (**d**) Direct Lsd1 targets were determined by intersection of Lsd1 promoter-occupied and differentially expressed genes. (**e**) Enrichment analyses for promoter-occupied and differentially expressed Lsd1 targets according to *P*-value. Statistical analysis was performed using MACS (ChIP-seq) and edgeR (RNA-seq)

**Figure 3:**
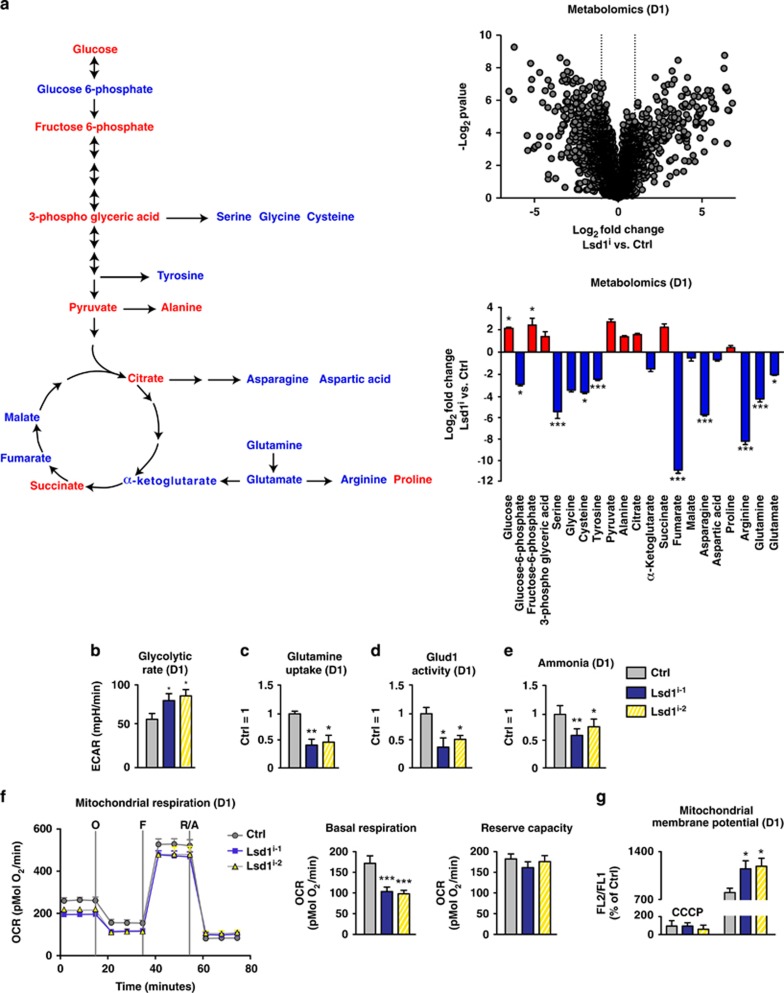

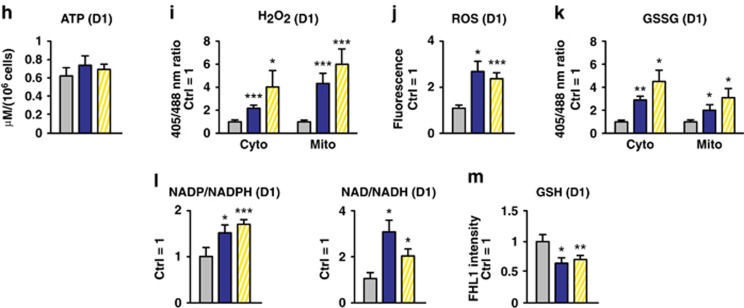
Lsd1 regulates anaplerosis and maintains redox balance. (**a**–**m**) Comparison of TSCs cultured for 24 h in the presence of solvent (Ctrl), Lsd1 inhibitor 1 (Lsd1^i-1^) (**a**–**m**), and Lsd1 inhibitor 2 (Lsd1^i-2^) (**b**–**m**). (**a**) Metabolomics profile depicted by log_2_ fold change *versus* −log_10_ *P*-value. Schema and bar graph depicting increased (red) and decreased (blue) metabolites of glycolysis, TCA cycle and glutamine anaplerosis. (**b**–**e**) Quantification of glycolysis rate by extracellular acidification rate (ECAR) (**b**), relative glutamine uptake (**c**), Glud1 activity (**d**) and ammonia levels (**e**). (**f**) Mitochondrial respiration was determined by a time course of OCR. Complex V was blocked by oligomycin (O), uncoupling was induced by FCCP (F) and electron transport system was disabled by addition of rotenone (R) and antimycin A (A). Basal respiration is the difference of the OCR in the absence of inhibitors and after addition of rotenone and antimycin A. The reserve capacity is derived from the subtraction of the OCR after addition of rotenone and antimycin A from oligomycin-treated TSCs. (**g**) Relative mitochondrial membrane potential determined by FL2/FL1 ratio. The background level was assigned by depolarization with CCCP. (**h**–**m**) Measurement of ATP concentration (**h**), relative H_2_O_2_ concentration determined with cytoplasmic and mitochondrial ratiometric reporters (**i**), relative quantification of ROS using fluorescent dye (**j**), relative concentration of oxidized glutathione (GSSG) determined by cytoplasmic and mitochondrial ratiometric reporters (**k**), relative ratio of oxidized to reduced NADP and NAD (**l**) and relative glutathione levels (**m**). Data were analyzed from at least three biological samples and are represented as mean+S.E.M. *P<0.05, **P<0.01, ***P<0.001 (unpaired, two-tailed Student's *t*-test)

**Figure 4:**
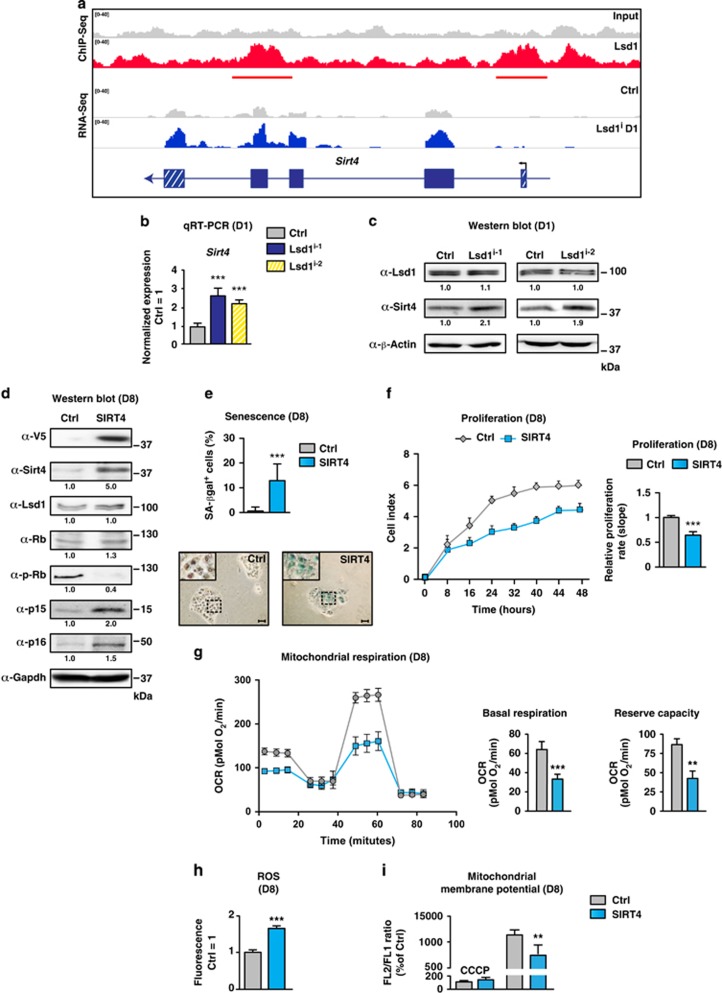
Sirt4 triggers senescence in TSCs. (**a**–**c**) Comparison of TSCs cultured for 24 h in the presence of solvent (Ctrl), Lsd1 inhibitor 1 (Lsd1^i-1^) (**a**–**c**) and Lsd1 inhibitor 2 (Lsd1^i-2^) (**b** and **c**). (**a**) Localization of Lsd1 at the *Sirt4* gene and differential *Sirt4* transcription. (**b** and **c**) Quantification of Sirt4 expression by qRT-PCR (**b**) and western blot (**c**). Data were normalized to three housekeeping genes (**b**) and *β*-actin as loading control relative to the Ctrl (**c**). (**d**–**i**) Comparison of TSCs transfected with an empty vector (Ctrl) or SIRT4 expression plasmid. (**d**) Western blot for the indicated antibodies including V5-tagged SIRT4 and phosphorylated Rb (p-Rb). Band intensity was normalized to Gapdh relative to the Ctrl. (**e**) Quantification of senescent cells and representative images of senescent-associated *β*-galactosidase activity (blue) in TSCs. (**f**) Proliferation of TSCs was determined in real time. (**g**) Mitochondrial respiration was determined by a time course of OCR. Complex V was blocked by oligomycin (O), uncoupling was induced by FCCP (F) and electron transport system was disabled by addition of rotenone (R) and antimycin A (A). Basal respiration is the difference of the OCR in the absence of inhibitors and after addition of rotenone and antimycin A. The reserve capacity is derived from the subtraction of the OCR after addition of rotenone and antimycin A from oligomycin-treated TSCs. (**h**) Relative quantification of ROS using fluorescent dye. (**i**) Relative mitochondrial membrane potential determined by FL2/FL1 ratio. The background level was assigned by depolarization with CCCP. Data were analyzed from at least three biological samples and are represented as mean+S.E.M. **P<0.01; ***P<0.001 (unpaired, two-tailed Student's *t*-test, (**b**, **e** and **f**–**i**))

**Figure 5:**
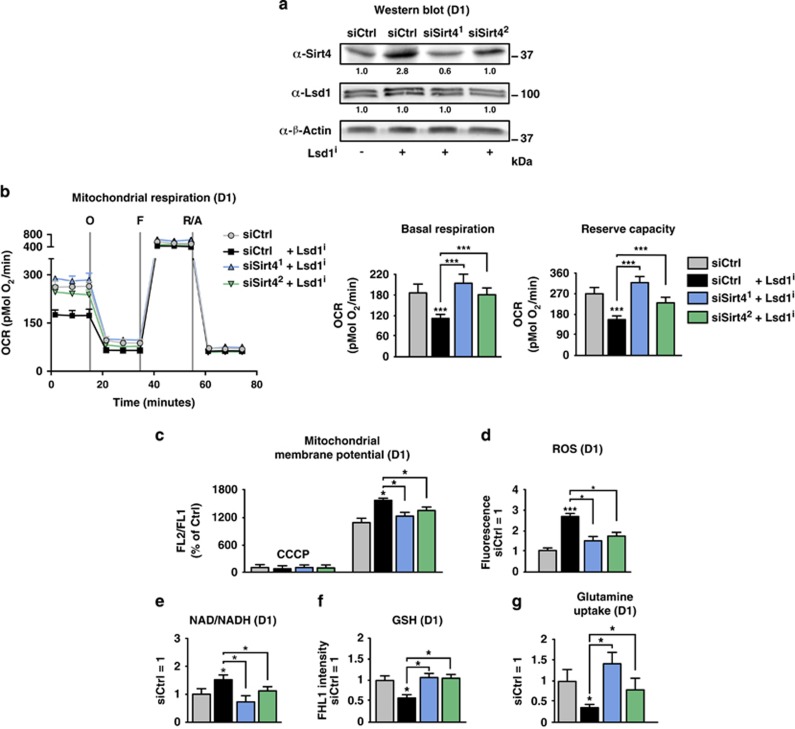
Knockdown of Sirt4 prevents redox imbalance in the presence of Lsd1 inhibitor. (**a**–**g**) Comparison of TSCs cultured in the presence of Lsd1 inhibitor 1 (Lsd1^i-1^) or solvent and transfected with an unrelated or two different siRNAs directed against Sirt4. (**a**) Western blot decorated with the indicated antibodies. Band intensity was normalized to *β*-actin relative to the Ctrl transfected with an unrelated siRNA in the absence of Lsd1 inhibitor. (**b**) Mitochondrial respiration was determined by a time course of OCR. Complex V was blocked by oligomycin (O), uncoupling was induced by FCCP (F) and electron transport system was disabled by addition of rotenone (R) and antimycin A (A). Basal respiration is the difference of the OCR in the absence of inhibitors and after addition of rotenone and antimycin A. The reserve capacity is derived from the subtraction of the OCR after addition of rotenone and antimycin A from oligomycin-treated TSCs. (**c**) Relative mitochondrial membrane potential was determined by FL2/FL1 ratio. The background level was assigned by depolarization with CCCP. (**d**) Relative quantification of ROS using fluorescent dye. (**e**–**g**) Relative ratio of oxidized to reduced NADP and NAD (**e**), glutathione levels (**f**) and glutamine uptake (**g**). Data were analyzed from at least three biological samples and are represented as mean+S.E.M. *P<0.05, ***P<0.001 (unpaired, two-tailed Student's *t*-test, (**b**–**g**))

**Figure 6:**
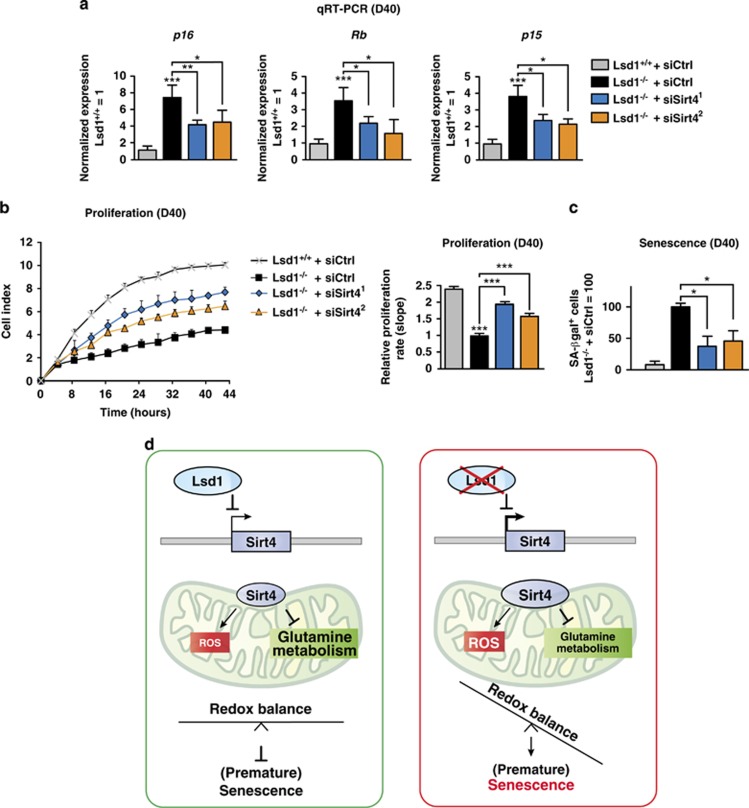
Lsd1 controls Senescence by Repression of *Sirt4*. (**a**–**c**) Comparison of wild-type (*Lsd1*^+/+^) and *Lsd1*-deficient (*Lsd1*^−/−^) TSCs transfected with an unrelated or two different siRNAs directed against Sirt4. (**a**) qRT-PCR of the indicated cell cycle regulators normalized to three housekeeping genes relative to transcription in wild-type TSCs transfected with an unrelated siRNA. (**b**) Proliferation of TSCs was determined in real time. (**c**) Quantitative determination of senescent TSCs. (**d**) Model for the Lsd1-controlled redox balance preventing senescence. Data were analyzed from at least three biological samples and are represented as mean+S.E.M. *P<0.05, ***P<0.001 (unpaired, two-tailed Student's *t*-test, (**a**–**c**))

## References

[bib1] Oh J, Lee YD, Wagers AJ. Stem cell aging: mechanisms, regulators and therapeutic opportunities. Nat Med 2014; 20: 870–880.2510053210.1038/nm.3651PMC4160113

[bib2] Bratic A, Larsson NG. The role of mitochondria in aging. J Clin Invest 2013; 123: 951–957.2345475710.1172/JCI64125PMC3582127

[bib3] Hayflick L, Moorhead PS. The serial cultivation of human diploid cell strains. Exp Cell Res 1961; 25: 585–621.1390565810.1016/0014-4827(61)90192-6

[bib4] Kawahara TL, Michishita E, Adler AS, Damian M, Berber E, Lin M et al. SIRT6 links histone H3 lysine 9 deacetylation to NF-kappaB-dependent gene expression and organismal life span. Cell 2009; 136: 62–74.1913588910.1016/j.cell.2008.10.052PMC2757125

[bib5] Lopez-Otin C, Blasco MA, Partridge L, Serrano M, Kroemer G. The hallmarks of aging. Cell 2013; 153: 1194–1217.2374683810.1016/j.cell.2013.05.039PMC3836174

[bib6] Munoz-Espin D, Serrano M. Cellular senescence: from physiology to pathology. Nat Rev Mol Cell Biol 2014; 15: 482–496.2495421010.1038/nrm3823

[bib7] Serrano M, Lin AW, McCurrach ME, Beach D, Lowe SW. Oncogenic ras provokes premature cell senescence associated with accumulation of p53 and p16INK4a. Cell 1997; 88: 593–602.905449910.1016/s0092-8674(00)81902-9

[bib8] Dimri GP, Lee X, Basile G, Acosta M, Scott G, Roskelley C et al. A biomarker that identifies senescent human cells in culture and in aging skin *in vivo*. Proc Natl Acad Sci USA 1995; 92: 9363–9367.756813310.1073/pnas.92.20.9363PMC40985

[bib9] Narita M, Nunez S, Heard E, Narita M, Lin AW, Hearn SA et al. Rb-mediated heterochromatin formation and silencing of E2F target genes during cellular senescence. Cell 2003; 113: 703–716.1280960210.1016/s0092-8674(03)00401-x

[bib10] Gorrini C, Harris IS, Mak TW. Modulation of oxidative stress as an anticancer strategy. Nat Rev Drug Discov 2013; 12: 931–947.2428778110.1038/nrd4002

[bib11] Bigarella CL, Liang R, Ghaffari S. Stem cells and the impact of ROS signaling. Development 2014; 141: 4206–4218.2537135810.1242/dev.107086PMC4302918

[bib12] Harman D. Aging: a theory based on free radical and radiation chemistry. J Gerontol 1956; 11: 298–300.1333222410.1093/geronj/11.3.298

[bib13] Ito K, Hirao A, Arai F, Matsuoka S, Takubo K, Hamaguchi I et al. Regulation of oxidative stress by ATM is required for self-renewal of haematopoietic stem cells. Nature 2004; 431: 997–1002.1549692610.1038/nature02989

[bib14] Liu H, Wang H, Shenvi S, Hagen TM, Liu RM. Glutathione metabolism during aging and in Alzheimer disease. Ann N Y Acad Sci 2004; 1019: 346–349.1524704110.1196/annals.1297.059

[bib15] Lu SC. Regulation of glutathione synthesis. Mol Aspects Med 2009; 30: 42–59.1860194510.1016/j.mam.2008.05.005PMC2704241

[bib16] Wang H, Liu H, Liu RM. Gender difference in glutathione metabolism during aging in mice. Exp Gerontol 2003; 38: 507–517.1274252810.1016/s0531-5565(03)00036-6

[bib17] Orlowski M, Meister A. The gamma-glutamyl cycle: a possible transport system for amino acids. Proc Natl Acad Sci USA 1970; 67: 1248–1255.527445410.1073/pnas.67.3.1248PMC283344

[bib18] Houtkooper RH, Pirinen E, Auwerx J. Sirtuins as regulators of metabolism and healthspan. Nat Rev Mol Cell Biol 2012; 13: 225–238.2239577310.1038/nrm3293PMC4872805

[bib19] Zhong L, Mostoslavsky R. Fine tuning our cellular factories: sirtuins in mitochondrial biology. Cell Metab 2011; 13: 621–626.2164154410.1016/j.cmet.2011.05.004PMC3111451

[bib20] Nakamura Y, Ogura M, Tanaka D, Inagaki N. Localization of mouse mitochondrial SIRT proteins: shift of SIRT3 to nucleus by co-expression with SIRT5. Biochem Biophys Res Commun 2008; 366: 174–179.1805432710.1016/j.bbrc.2007.11.122

[bib21] Ho L, Titus AS, Banerjee KK, George S, Lin W, Deota S et al. SIRT4 regulates ATP homeostasis and mediates a retrograde signaling via AMPK. Aging (Albany, NY) 2013; 5: 835–849.2429648610.18632/aging.100616PMC3868726

[bib22] Csibi A, Fendt SM, Li C, Poulogiannis G, Choo AY, Chapski DJ et al. The mTORC1 pathway stimulates glutamine metabolism and cell proliferation by repressing SIRT4. Cell 2013; 153: 840–854.2366378210.1016/j.cell.2013.04.023PMC3684628

[bib23] Haigis MC, Mostoslavsky R, Haigis KM, Fahie K, Christodoulou DC, Murphy AJ et al. SIRT4 inhibits glutamate dehydrogenase and opposes the effects of calorie restriction in pancreatic beta cells. Cell 2006; 126: 941–954.1695957310.1016/j.cell.2006.06.057

[bib24] Jeong SM, Xiao C, Finley LW, Lahusen T, Souza AL, Pierce K et al. SIRT4 has tumor-suppressive activity and regulates the cellular metabolic response to DNA damage by inhibiting mitochondrial glutamine metabolism. Cancer Cell 2013; 23: 450–463.2356230110.1016/j.ccr.2013.02.024PMC3650305

[bib25] Gut P, Verdin E. The nexus of chromatin regulation and intermediary metabolism. Nature 2013; 502: 489–498.2415330210.1038/nature12752

[bib26] Ryall JG, Cliff T, Dalton S, Sartorelli V. Metabolic reprogramming of stem cell epigenetics. Cell Stem Cell 2015; 17: 651–662.2663794210.1016/j.stem.2015.11.012PMC4672395

[bib27] Shi Y, Lan F, Matson C, Mulligan P, Whetstine JR, Cole PA et al. Histone demethylation mediated by the nuclear amine oxidase homolog LSD1. Cell 2004; 119: 941–953.1562035310.1016/j.cell.2004.12.012

[bib28] Shi YJ, Matson C, Lan F, Iwase S, Baba T, Shi Y. Regulation of LSD1 histone demethylase activity by its associated factors. Mol Cell 2005; 19: 857–864.1614003310.1016/j.molcel.2005.08.027

[bib29] Metzger E, Imhof A, Patel D, Kahl P, Hoffmeyer K, Friedrichs N et al. Phosphorylation of histone H3T6 by PKCbeta(I) controls demethylation at histone H3K4. Nature 2010; 464: 792–796.2022879010.1038/nature08839

[bib30] Metzger E, Wissmann M, Yin N, Müller JM, Schneider R, Peters AH et al. LSD1 demethylates repressive histone marks to promote androgen-receptor-dependent transcription. Nature 2005; 437: 436–439.1607979510.1038/nature04020

[bib31] Adamo A, Sese B, Boue S, Castano J, Paramonov I, Barrero MJ et al. LSD1 regulates the balance between self-renewal and differentiation in human embryonic stem cells. Nat Cell Biol 2011; 13: 652–659.2160279410.1038/ncb2246

[bib32] Foster CT, Dovey OM, Lezina L, Luo JL, Gant TW, Barlev N et al. Lysine-specific demethylase 1 regulates the embryonic transcriptome and CoREST stability. Mol Cell Biol 2010; 30: 4851–4863.2071344210.1128/MCB.00521-10PMC2950538

[bib33] Macfarlan TS, Gifford WD, Agarwal S, Driscoll S, Lettieri K, Wang J et al. Endogenous retroviruses and neighboring genes are coordinately repressed by LSD1/KDM1A. Genes Dev 2011; 25: 594–607.2135767510.1101/gad.2008511PMC3059833

[bib34] Wang J, Hevi S, Kurash JK, Lei H, Gay F, Bajko J et al. The lysine demethylase LSD1 (KDM1) is required for maintenance of global DNA methylation. Nat Genet 2009; 41: 125–129.1909891310.1038/ng.268

[bib35] Wang J, Scully K, Zhu X, Cai L, Zhang J, Prefontaine GG et al. Opposing LSD1 complexes function in developmental gene activation and repression programmes. Nature 2007; 446: 882–887.1739279210.1038/nature05671

[bib36] Zhu D, Hölz S, Metzger E, Pavlovic M, Jandausch A, Jilg C et al. Lysine-specific demethylase 1 regulates differentiation onset and migration of trophoblast stem cells. Nat Commun 2014; 5: 3174.2444855210.1038/ncomms4174

[bib37] Whyte WA, Bilodeau S, Orlando DA, Hoke HA, Frampton GM, Foster CT et al. Enhancer decommissioning by LSD1 during embryonic stem cell differentiation. Nature 2012; 482: 221–225.2229784610.1038/nature10805PMC4144424

[bib38] Latos PA, Goncalves A, Oxley D, Mohammed H, Turro E, Hemberger M. Fgf and Esrrb integrate epigenetic and transcriptional networks that regulate self-renewal of trophoblast stem cells. Nat Commun 2015; 6: 7776.2620613310.1038/ncomms8776PMC4525203

[bib39] Luo J, Sladek R, Bader JA, Matthyssen A, Rossant J, Giguere V. Placental abnormalities in mouse embryos lacking the orphan nuclear receptor ERR-beta. Nature 1997; 388: 778–782.928559010.1038/42022

[bib40] Duteil D, Metzger E, Willmann D, Karagianni P, Friedrichs N, Greschik H et al. LSD1 promotes oxidative metabolism of white adipose tissue. Nat Commun 2014; 5: 4093.2491273510.1038/ncomms5093PMC4112219

[bib41] Hino S, Sakamoto A, Nagaoka K, Anan K, Wang Y, Mimasu S et al. FAD-dependent lysine-specific demethylase-1 regulates cellular energy expenditure. Nat Commun 2012; 3: 758.2245383110.1038/ncomms1755PMC3316891

[bib42] Musri MM, Carmona MC, Hanzu FA, Kaliman P, Gomis R, Parrizas M. Histone demethylase LSD1 regulates adipogenesis. J Biol Chem 2010; 285: 30034–30041.2065668110.1074/jbc.M110.151209PMC2943311

[bib43] Maes T, Tirapu I, Mascaro C, Ortega A, Estiarte A, Valls N et al. Preclinical characterization of a potent and selective inhibitor of the histone demethylase KDM1A for MLL leukemia. ASCO Meeting Abstracts 2013; 31: e13543.

[bib44] Huang J, Sengupta R, Espejo AB, Lee MG, Dorsey JA, Richter M et al. p53 is regulated by the lysine demethylase LSD1. Nature 2007; 449: 105–108.1780529910.1038/nature06092

[bib45] Mosammaparast N, Kim H, Laurent B, Zhao Y, Lim HJ, Majid MC et al. The histone demethylase LSD1/KDM1A promotes the DNA damage response. J Cell Biol 2013; 203: 457–470.2421762010.1083/jcb.201302092PMC3824007

[bib46] Scoumanne A, Chen X. The lysine-specific demethylase 1 is required for cell proliferation in both p53-dependent and -independent manners. J Biol Chem 2007; 282: 15471–15475.1740938410.1074/jbc.M701023200

[bib47] Yang C, Sudderth J, Dang T, Bachoo RM, McDonald JG, DeBerardinis RJ. Glioblastoma cells require glutamate dehydrogenase to survive impairments of glucose metabolism or Akt signaling. Cancer Res 2009; 69: 7986–7993.1982603610.1158/0008-5472.CAN-09-2266PMC2764330

[bib48] Morgan B, Sobotta MC, Dick TP. Measuring E(GSH) and H2O2 with roGFP2-based redox probes. Free Radic Biol Med 2011; 51: 1943–1951.2196403410.1016/j.freeradbiomed.2011.08.035

[bib49] Jeong SM, Lee A, Lee J, Haigis MC. SIRT4 protein suppresses tumor formation in genetic models of Myc-induced B cell lymphoma. J Biol Chem 2014; 289: 4135–4144.2436876610.1074/jbc.M113.525949PMC3924279

[bib50] Robinson MM, McBryant SJ, Tsukamoto T, Rojas C, Ferraris DV, Hamilton SK et al. Novel mechanism of inhibition of rat kidney-type glutaminase by bis-2-(5-phenylacetamido-1,2,4-thiadiazol-2-yl)ethyl sulfide (BPTES). Biochem J 2007; 406: 407–414.1758111310.1042/BJ20070039PMC2049044

[bib51] Wang JB, Erickson JW, Fuji R, Ramachandran S, Gao P, Dinavahi R et al. Targeting mitochondrial glutaminase activity inhibits oncogenic transformation. Cancer Cell 2010; 18: 207–219.2083274910.1016/j.ccr.2010.08.009PMC3078749

[bib52] Li C, Allen A, Kwagh J, Doliba NM, Qin W, Najafi H et al. Green tea polyphenols modulate insulin secretion by inhibiting glutamate dehydrogenase. J Biol Chem 2006; 281: 10214–10221.1647673110.1074/jbc.M512792200

[bib53] Mathias RA, Greco TM, Oberstein A, Budayeva HG, Chakrabarti R, Rowland EA et al. Sirtuin 4 is a lipoamidase regulating pyruvate dehydrogenase complex activity. Cell 2014; 159: 1615–1625.2552587910.1016/j.cell.2014.11.046PMC4344121

[bib54] Hensley CT, Wasti AT, DeBerardinis RJ. Glutamine and cancer: cell biology, physiology, and clinical opportunities. J Clin Invest 2013; 123: 3678–3684.2399944210.1172/JCI69600PMC3754270

[bib55] Schulze A, Harris AL. How cancer metabolism is tuned for proliferation and vulnerable to disruption. Nature 2012; 491: 364–373.2315157910.1038/nature11706

[bib56] Harris WJ, Huang X, Lynch JT, Spencer GJ, Hitchin JR, Li Y et al. The histone demethylase KDM1A sustains the oncogenic potential of MLL-AF9 leukemia stem cells. Cancer Cell 2012; 21: 473–487.2246480010.1016/j.ccr.2012.03.014

[bib57] Kahl P, Gullotti L, Heukamp LC, Wolf S, Friedrichs N, Vorreuther R et al. Androgen receptor coactivators lysine-specific histone demethylase 1 and four and a half LIM domain protein 2 predict risk of prostate cancer recurrence. Cancer Res 2006; 66: 11341–11347.1714588010.1158/0008-5472.CAN-06-1570

[bib58] Schenk T, Chen WC, Gollner S, Howell L, Jin L, Hebestreit K et al. Inhibition of the LSD1 (KDM1A) demethylase reactivates the all-trans-retinoic acid differentiation pathway in acute myeloid leukemia. Nat Med 2012; 18: 605–611.2240674710.1038/nm.2661PMC3539284

[bib59] Wu J, Hu L, Du Y, Kong F, Pan Y. Prognostic role of LSD1 in various cancers: evidence from a meta-analysis. Onco Targets Ther 2015; 8: 2565–2570.2645111510.2147/OTT.S89597PMC4592051

[bib60] Wada T, Koyama D, Kikuchi J, Honda H, Furukawa Y. Overexpression of the shortest isoform of histone demethylase LSD1 primes hematopoietic stem cells for malignant transformation. Blood 2015; 125: 3731–3746.2590424710.1182/blood-2014-11-610907

[bib61] German NJ, Haigis MC. Sirtuins and the metabolic hurdles in cancer. Curr Biol 2015; 25: R569–R583.2612628510.1016/j.cub.2015.05.012PMC5748939

[bib62] Le A, Lane AN, Hamaker M, Bose S, Gouw A, Barbi J et al. Glucose-independent glutamine metabolism via TCA cycling for proliferation and survival in B cells. Cell Metab 2012; 15: 110–121.2222588010.1016/j.cmet.2011.12.009PMC3345194

[bib63] Tanaka S, Kunath T, Hadjantonakis AK, Nagy A, Rossant J. Promotion of trophoblast stem cell proliferation by FGF4. Science 1998; 282: 2072–2075..10.1126/science.282.5396.20729851926

[bib64] Debacq-Chainiaux F, Erusalimsky JD, Campisi J, Toussaint O. Protocols to detect senescence-associated beta-galactosidase (SA-betagal) activity, a biomarker of senescent cells in culture and *in vivo*. Nat Protoc 2009; 4: 1798–1806.2001093110.1038/nprot.2009.191

[bib65] Trapnell C, Roberts A, Goff L, Pertea G, Kim D, Kelley DR et al. Differential gene and transcript expression analysis of RNA-seq experiments with TopHat and Cufflinks. Nat Protoc 2012; 7: 562–578.2238303610.1038/nprot.2012.016PMC3334321

[bib66] Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 2010; 26: 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[bib67] Arrigoni L, Richter AS, Betancourt E, Bruder K, Diehl S, Manke T et al. Standardizing chromatin research: a simple and universal method for ChIP-seq. Nucleic Acids Res 2015; 44: e67.2670496810.1093/nar/gkv1495PMC4838356

[bib68] Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods 2012; 9: 357–359.2238828610.1038/nmeth.1923PMC3322381

[bib69] Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol 2008; 9: R137.1879898210.1186/gb-2008-9-9-r137PMC2592715

[bib70] Robinson JT, Thorvaldsdottir H, Winckler W, Guttman M, Lander ES, Getz G et al. Integrative genomics viewer. Nat Biotechnol 2011; 29: 24–26.2122109510.1038/nbt.1754PMC3346182

[bib71] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell 2010; 38: 576–589.2051343210.1016/j.molcel.2010.05.004PMC2898526

[bib72] Giavalisco P, Kohl K, Hummel J, Seiwert B, Willmitzer L. 13C isotope-labeled metabolomes allowing for improved compound annotation and relative quantification in liquid chromatography-mass spectrometry-based metabolomic research. Anal Chem 2009; 81: 6546–6551.1958893210.1021/ac900979e

[bib73] Ferrick DA, Neilson A, Beeson C. Advances in measuring cellular bioenergetics using extracellular flux. Drug Discov Today 2008; 13: 268–274.1834280410.1016/j.drudis.2007.12.008

How the deposited data were processed for this re-analysis (not part of the article)

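The data were RNA-seq libraries of mouse TSCs treated for 24 h with solvent (Ctrl, n = 2) or with an Lsd1 inhibitor at 100 nM (Lsd1i, n = 2), deposited as 1 table of 30521 RefSeq transcripts. No library and no sample of the table was left out. The authors made strand-specific libraries, aligned the reads to mm10 with TopHat version 2 and counted them per transcript with HOMER, and the deposited signal of each library is its reads multiplied by 1 factor, so that all libraries have the same total. By the deposited values, 1 read is worth 0.9039 and 1.1464 in Ctrl replicates 1 and 2 and 0.935 and 1.0506 in Lsd1i replicates 1 and 2. The authors also deposited log2 fold changes of the inhibitor over the control, computed with edgeR before deposition. The p-values and FDR values of the authors come from the same edgeR run per transcript, and the test used and the edgeR version are not given in the sources used here.

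Of the transcripts, 829 had no gene name in the table, and 764 of these were named through RefSeq. The 65 that stayed without a name held 0.0929% to 0.102% of the reads of a library. The table then held 23446 gene symbols, 4214 of them with several transcripts, and the transcript with the highest total was kept for each. Over all transcripts of the table, the 10 with the most reads took 2.78% to 3.06% of the reads of a library. The plan had named edgeR's quasi-likelihood test for counts and limma-trend for normalized values. Since the table holds normalized values, the main test was limma-trend (limma 3.58.1, R 4.3.3) on log2 of the value plus 1, with no further scaling, on genes with at least 10 normalized reads in at least 2 libraries. It had 2 residual and 9.32 prior degrees of freedom. Tests on counts used the recovered whole reads (edgeR 4.0.16, DESeq2 1.42.0). Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

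Gene lists were tested with camera at a preset correlation of 0.01, and also with an estimated correlation and with fry. There were 33 lists, of which the list of the two-cell stage had no measured gene. Besides the lists of the metabolic, interferon, epithelial, ribosome, stemness, FGF and ERK and sirtuin genes they covered the Lsd1 complex, 3 placental lineages, cell cycle inhibitors, p53 targets, secreted senescence factors, proliferation, the lysosome, YAP targets, ATF4 targets, the clock, neuronal genes, mesenchymal genes, feeder fibroblasts, the epiblast and the primitive endoderm. The genes to be named were every gene the paper names as a transcript or protein, the 12 largest changes in each direction with a mean of at least 50 reads and no overlap between the groups, the first 5 genes of Table S1 in each direction, the 4 genes of each list with the lowest p, and all changed genes of a list with under 5 changed.

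Data with 13443 genes were simulated in 5 runs, and in each run 200 genes with a mean of at least 50 reads were changed. Of these limma-trend found 54.0% at 1.4-fold, 94.8% at 2-fold, 99.2% at 3-fold and 100% at 4-fold. It called 0.0781% of the unchanged genes. Genes with fewer reads were never changed, the 200 are fewer than the 3007 called in the data, and no length trend was simulated. The shares found therefore do not hold for all tested genes. Alternatives set beforehand were RLE and upper-quartile factors, other low-value filters, pseudocounts of 0.5 and 5, edgeR's exact test, DESeq2, limma-voom, all transcripts apart, the replicate number as a block, leaving out each library in turn, and for the thresholds of the study other limits and the authors' p-values. Library size alone is the scale of the main test and gives no separate value. TMM factors, the quasi-likelihood test, removal of trends with transcript length and GC content and the authors' p-values at a limit of 1e-04 were added after the values had been seen. A library left alone in its group is assumed to vary like the other group. The ChIP-seq data were not analysed here.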

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

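The tests of causes given here were chosen after the changed genes had been seen, and the limits of the test of scaling were written after its values had been seen as well. Of the 14 lists past camera, 7 were flagged as outside the topics of the paper's transcript results. Table S1 holds some of their genes, and the counts here include these. Interferon and MHC class I genes (23 of 27) and epithelial junction genes (13 of 20) were higher, and genes of ribosome biogenesis (28 of 35), TSC stemness (9 of 13), the FGF and ERK response (7 of 18), YAP targets (3 of 8) and feeder fibroblasts (7 of 18) were lower.

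YAP targets fell as a set (camera adjusted p = 0.0099, and adjusted p = 0.344 with an estimated correlation), with 1 higher and 4 lower when adjusted over the list alone. Ctgf, Cyr61 and Thbs1 had log2 fold changes of -1.32, -0.77 and -0.93. Fibroblast genes also fell as a set (camera adjusted p = 0.0017, and adjusted p = 0.344 with an estimated correlation), with 7 lower when adjusted over the list alone, among them Twist2 at -1.19. Table S1 holds 3 of the YAP targets and 2 of the fibroblast genes. Without Ctrl replicate 2, 4 fibroblast genes were lower.

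Fibroblast and contractile transcripts were lower with the inhibitor, and either fewer feeder cells or a lower activity of serum response factor could lower them. The summed collagens Col1a1, Col1a2 and Col3a1 fell by 0.104 times as much as Acta2 and Tagln (0.0695 to 0.138 over the pairs of libraries). The limit of 0.5 set for feeder cells lay out of reach, since the collagens summed to only 195 and 175 normalized reads in Ctrl, so the ratio decides nothing. Col1a1 had a log2 fold change of -0.75 and Col1a2 one of -0.07 (standard error 0.26), against -1.91 and -1.57 for Acta2 and Tagln, and Col3a1 stood at 0 to 3.74 normalized reads, so that of the collagens only Col1a1 passed the threshold, with a smaller fall. By the paper the TSCs were kept in 75% feeder-conditioned medium, and with no profile of the feeder cells at hand a part of them in the fall stays open. Targets of serum response factor not looked at before had a median log2 fold change of -0.33 (-0.35 to -0.29 over the pairs), with Srf, Vcl, Actg1, Flna and Actn1 lower and Myh9, Cald1 and Tpm2 not. The pairs lay on both sides of the limit, which leaves that activity open too.

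Interferon transcripts were higher, and scaling to equal totals and immune cells in the inhibitor libraries were looked at as sources. TMM factors moved the median log2 fold change of all genes from 0.05 to -0.01. That of the interferon list stayed at 0.92 (0.86 to 0.98 over the pairs). A factor shifts all genes of a library alike, and the factors lay between 0.98 and 1.03. The list could thus not come near 0, so the limit set for the test decides nothing. The values show that the list rose beyond the median of all genes, which a factor shared by all genes of a library cannot give. Summed immune cell markers rose by 0.0025 times as much as the summed interferon genes (-1.9e-04 to 0.0060 over the pairs). The limit of 0.5 set for immune cells lay far off, since the markers summed to only 2253 and 2203 normalized reads in Ctrl. Csf1r and Cd68 made up most of these sums, and the ratio decides nothing. In Lsd1i the sums were 2277 and 2250, so the summed markers hardly changed. Of 12 markers 6 were measured and none passed the threshold. Ptprc, Itgam, Cd3e and Cd19 stood at 0 to 1.87 normalized reads in each library, so these markers show no gain of immune cells with the inhibitor. Interferon genes themselves were at or near 0 reads, while the receptor genes Ifnlr1 (log2 fold change 1.39) and Ifnar2 (0.50) were higher and Ifngr1 (-0.76) was lower. What raised these transcripts stays open.

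Longer transcripts tended to be higher with the inhibitor, with a slope of 0.0822 of the log2 fold change on log2 length. The slope between the 2 Ctrl libraries was -0.0989 and that between the 2 Lsd1i libraries -0.0447, so that the larger was 1.20 times the slope between the groups (0.643 to 9.58 over the pairs), in line with a length bias of single libraries. Removal of the trend gave 1.39 times as many changed genes (1.38 to 1.39), 2776 of them the same as before, so that the trend is not the source of most calls. The ribosome list stayed at -0.494 against the median of all genes (-0.513 to -0.430), which argues against length as the source of its fall. Whether part of the trend is biological stays open.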

How the results depend on the processing

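The length and GC corrections, TMM factors and the quasi-likelihood test were chosen after the results had been seen. Sirt4 kept its direction and its side of the threshold in all 19 alternatives, with log2 fold changes from 0.89 to 1.36 and adjusted p from 2.7e-10 to 0.0069. No named gene or list past its threshold reversed, while some that missed it changed sign, such as Flt1 and Col4a1. The share of higher among the changed genes, 63.0% in the main test, was 47.2% after the length correction and 46.2% after the length and GC correction. Over the named genes and lists, 3462 comparisons stayed on their side of the threshold, 73 were weaker and 103 stronger. The number of changed genes ran from 1590 to 3853 when 1 library was left out (1059 to 2408 higher, 531 to 1445 lower) and was 1785 with a fold of at least 1.4 added. Lower genes numbered 1825 with edgeR's exact test, 2211 after the length correction (1978 higher) and 2228 after the length and GC correction (1917 higher). At the study's thresholds the number became 805 with the exact test, 539 with DESeq2, 318 to 921 with 1 library left out, 339 and 373 after the length and the length and GC corrections, 447 with P at most 1e-04, 825 with the authors' p-values and 1113 with those at 1e-04. With the replicate block, for which 2 pairs share only a number, 6160 genes were changed (3526 higher, 2634 lower), among them all 3007 found before, and 1336 passed the study's thresholds (27 of 59 oxidative phosphorylation genes were lower and 1 higher, and 5 of 22 TCA cycle genes lower and 3 higher), while the deviations of the numbered replicates correlated at 0.160. Of the gene lists, 0 passed with an estimated correlation, which 2 libraries per group hardly allow. The fits with 1 library left out have fewer samples, but for no alternative was the cause of a change in the counts tested. With 18137731 to 22855604 reads per library on 1 transcript per gene, genes near 10 reads are limited by counting.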

Differences from the paper's values

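The alternatives that were added after the data had been seen are marked as such. At a fold of at least 1.4, at least 50 reads and P of at most 1e-05 the paper gives 1115 differentially expressed genes, and limma gave 139. Of the alternatives set before the data were examined, edgeR's exact test (805), the replicate block (1336), the fit without Ctrl replicate 1 (921) and the authors' deposited p-values (825) lay within 1.5 times the paper's number, and the other 15 did not. The authors' p-values with a limit of 1e-04 gave 1113, a setting chosen after seeing the values, which drops 24 of the genes of Table S1. Counts from the authors' p-values rest here on 1 transcript per gene, and Table S1 can hold another one. Its fold and P of Sirt4 are those of NM_001167691, while NM_133760 was kept here. The paper gives 621 differentially expressed direct targets, of which 90 passed the same thresholds by limma. The exact test (446), the replicate block (559) and the authors' p-values (453) lay within 1.5 times that number, and the other 13 did not. In Table S1 itself 150 of the 621 genes carry a P above 1e-05, the largest 9.9e-05, and 19 have a mean under 50 normalized reads.

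The paper states that cell cycle inhibitors rose after 24 h of inhibition, in other samples and with other methods. Of its inhibitors, Rb1 was higher here (log2 fold change 0.84, limma adjusted p = 0.0013), while Cdkn2a (0.07, limma adjusted p = 0.75) and Cdkn2b (0.19, limma adjusted p = 0.44) were not called. The value of Cdkn2a is that of its longer transcript, which encodes p19Arf and shares exons with that of p16, so it does not single out p16. For p53 and p21 the paper detected no direct effect of Lsd1 on transcription, but it observed more p53, phosphorylated p53 and p21 protein. Here Cdkn1a did not pass the threshold (log2 fold change -0.06, limma adjusted p = 0.67), and Trp53 was lower (-0.40, limma adjusted p = 0.0090), though not past the threshold without Lsd1i replicate 1 (adjusted p = 0.070). In its introduction the paper describes, from earlier work on Lsd1 deletion, that stemness markers keep their expression in undifferentiated TSCs. With the inhibitor 9 of 13 such factors were lower here, Esrrb among them (log2 fold change -0.35, limma adjusted p = 0.014), and 2 without Lsd1i replicate 1.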

Other observations

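Genes named here outside the rule were chosen after their values had been seen, and no further cause was tested. Lysosomal genes were higher at 24 h, 13 of 22 with 1 lower, Cd63 (13 and 1 adjusted over the list alone, camera adjusted p = 3.7e-05, and adjusted p = 0.344 with an estimated correlation). Glb1, which encodes the β-galactosidase of the lysosome, had a log2 fold change of 0.39, and Lamp2, Hexb and Naglu had 0.51, 0.57 and 0.93. Without Lsd1i replicate 2, 8 were higher, and without Ctrl replicate 2 or Lsd1i replicate 1 0 were lower. Of 10 measured of 21 secreted senescence factors, 5 were lower and none was higher (0 higher at an unadjusted p under 0.05 and with edgeR, 6 lower adjusted over the list alone, camera adjusted p = 2.9e-04, and adjusted p = 0.344 with an estimated correlation), and the list missed the threshold with fry (adjusted p = 0.063). Serpine1, Vegfa, Plaur and Igfbp7 had log2 fold changes of -0.83, -0.92, -0.71 and -1.23. The fibroblast list fell in the same libraries. Serpine1 and Plaur stood at 40237 and 2862 normalized reads in Ctrl, far above the summed collagens (195 and 175), and Ccl2 and Igfbp7 at 129 and 60.4, below them. Table S1 holds 4 of these factors and 2 of the lysosomal genes.

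Of 23 proliferation genes, 8 were lower and Mki67 was higher (10 and 1 adjusted over the list alone, camera adjusted p = 1.7e-04, and adjusted p = 0.650 with an estimated correlation), and the list missed the threshold with fry (adjusted p = 0.17). Mcm5 and Ccne1 had log2 fold changes of -0.41 and -0.39, and each missed the threshold in 1 of 19 alternatives, a fit without 1 library. Without Lsd1i replicate 1, 1 gene was lower, without Ctrl replicate 2 5, and after the length correction 14, and in each of these 0 were higher. Of 11 cell cycle inhibitors, Rb1, Rbl2 and Cdkn1b were higher and Trp53 was lower (3 and 1 adjusted over the list alone, camera adjusted p = 0.32). Cdkn1b missed the threshold in 12 of 19 alternatives, each fit without 1 library among them (highest adjusted p = 0.19), and Rbl2 without Lsd1i replicate 1 (adjusted p = 0.064), where 1 of the 11 was higher and 0 lower. Of 17 p53 targets, 2 were higher and 6 lower (3 and 7 adjusted over the list alone, camera adjusted p = 0.16), with Plk2 at -0.48 and Perp at -0.45. Without Lsd1i replicate 1, 2 were lower and 0 higher.

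Of the placental lineages, 2 of 10 giant cell genes were higher, Gata2 and Prl2c2 (log2 fold changes 0.62 and 1.40, 2 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.48), and 4 without Lsd1i replicate 2. With TMM factors 1 was lower, and without Lsd1i replicate 1 2 were. Of 9 syncytiotrophoblast genes 4 were higher, Ovol2, Dlx3, Cebpa and Syna (4 adjusted over the list alone, camera adjusted p = 0.062), and 2 without Ctrl replicate 2 or without Lsd1i replicate 1. Cebpa missed the threshold in 12 of 19 alternatives, each fit without 1 library among them (highest adjusted p = 0.13). None of 4 spongiotrophoblast genes passed the threshold, also not at an unadjusted p under 0.05 or with edgeR (camera adjusted p = 0.86), but Flt1 was lower after the length correction (log2 fold change -0.35, adjusted p = 0.017). Of 16 genes of the Lsd1 complex, 5 were higher (6 and 1 lower adjusted over the list alone, camera adjusted p = 0.062), and 1 was lower with TMM factors and without Ctrl replicate 1. They were Phf21a, Rcor1, Hmg20b, Zmym3 and Snai1, with log2 fold changes of 1.04, 0.60, 0.59, 0.77 and 0.44. Kdm1a, the gene of Lsd1, had one of -0.17 (limma adjusted p = 0.20) and passed in 3 of 19 alternatives (lowest adjusted p = 0.016).

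Of 20 ATF4 targets, Atf3, Vldlr and Trib3 were higher and Asns and Sesn2 lower (3 and 2 adjusted over the list alone, camera adjusted p = 0.23). Without Lsd1i replicate 1, 1 was higher and 0 lower, without Ctrl replicate 2 1 and 1, and after the length and GC correction 3 and 8. Of 15 clock genes, Cry2 was higher (log2 fold change 0.72) and Per2, Cry1, Bhlhe40 and Ciart were lower (1 and 4 adjusted over the list alone, camera adjusted p = 0.59), with 2 higher without Ctrl replicate 1 and 3 without Lsd1i replicate 2. Of 17 neuronal genes 6 were higher and 4 lower (6 and 4 adjusted over the list alone, camera adjusted p = 0.61), with Dpysl5 at 1.82 and Vgf at -0.94. Of 8 mesenchymal genes only Snai1 was higher (1 adjusted over the list alone, camera adjusted p = 0.22), with 3 higher without Ctrl replicate 1, 0 without Lsd1i replicate 2 and 1 lower after the length correction. Utf1 was the 1 lower gene of 4 epiblast genes (log2 fold change -0.33, 1 adjusted over the list alone, camera adjusted p = 0.34), and Sparc the 1 lower gene of 8 of primitive endoderm (-0.33, 0 adjusted over the list alone, camera adjusted p = 0.34). Utf1 missed the threshold without Ctrl replicate 2 and without Lsd1i replicate 1 (adjusted p = 0.12 and 0.18), and Sparc without these and without Ctrl replicate 1 (adjusted p = 0.17, 0.39 and 0.070). No gene of the two-cell stage was measured.

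The transcript of Actb, whose protein the paper used as a loading control on western blots, was lower (log2 fold change -0.71, limma adjusted p = 0.0011). The level of that protein was not measured here. Of the paper's qRT-PCR reference genes, Hprt did not pass the threshold (-0.14, limma adjusted p = 0.39). Rplp0 missed it (-0.35, limma adjusted p = 0.055) but was lower in 12 of 19 alternatives, TMM factors among them (adjusted p = 0.037). Ppia, at 48.6 ± 5.45 normalized reads in Ctrl (SD, n = 2), is uncertain because of its pseudogenes. H2afx missed the threshold (-0.20, limma adjusted p = 0.15) and passed it in 2 of 19 alternatives (lowest adjusted p = 0.0081).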
